# Maternal age affects equine day 8 embryo gene expression both in trophoblast and inner cell mass

**DOI:** 10.1186/s12864-022-08593-7

**Published:** 2022-06-15

**Authors:** Emilie Derisoud, Luc Jouneau, Cédric Dubois, Catherine Archilla, Yan Jaszczyszyn, Rachel Legendre, Nathalie Daniel, Nathalie Peynot, Michèle Dahirel, Juliette Auclair-Ronzaud, Laurence Wimel, Véronique Duranthon, Pascale Chavatte-Palmer

**Keywords:** Horse, Blastocyst, Deconvolution, RNA-sequencing, Mare

## Abstract

**Background:**

Breeding a mare until she is not fertile or even until her death is common in equine industry but the fertility decreases as the mare age increases. Embryo loss due to reduced embryo quality is partly accountable for this observation. Here, the effect of mare’s age on blastocysts’ gene expression was explored. Day 8 post-ovulation embryos were collected from multiparous young (YM, 6-year-old, *N* = 5) and older (OM, > 10-year-old, *N* = 6) non-nursing Saddlebred mares, inseminated with the semen of one stallion. Pure or inner cell mass (ICM) enriched trophoblast, obtained by embryo bisection, were RNA sequenced. Deconvolution algorithm was used to discriminate gene expression in the ICM from that in the trophoblast. Differential expression was analyzed with embryo sex and diameter as cofactors. Functional annotation and classification of differentially expressed genes and gene set enrichment analysis were also performed.

**Results:**

Maternal aging did not affect embryo recovery rate, embryo diameter nor total RNA quantity. In both compartments, the expression of genes involved in mitochondria and protein metabolism were disturbed by maternal age, although more genes were affected in the ICM. Mitosis, signaling and adhesion pathways and embryo development were decreased in the ICM of embryos from old mares. In trophoblast, ion movement pathways were affected.

**Conclusions:**

This is the first study showing that maternal age affects gene expression in the equine blastocyst, demonstrating significant effects as early as 10 years of age. These perturbations may affect further embryo development and contribute to decreased fertility due to aging.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08593-7.

## Background

Unlike other farm animals, the main purpose for the use of horses is athletic performance and leisure. In many cases, mares produce foals regularly to remain profitable after their sport career so that their reproductive career may last until advanced age, even though mares’ fertility declines with age (for review [1]). Indeed, in Thoroughbreds, pregnancy rates per estrous at Day 42 post-ovulation were shown to be reduced from 63.0% in young mares to 58.5% in mares older than 9 years of age, and to reach 43.8% in mares older than 18 years old [2]. It is difficult to determine an age limit defining when a mare is considered too old for breeding as aging is a progressive process during the life. One study on 535,746 fertility records in mixed breeds in France, however, suggested that if a 10% of fertility decline is chosen as cutoff value for retiring breeding mares, then mares older than 8 should not be bred [3].

Embryo loss seems to be the principal cause for the fertility decline in old mares. Using pregnancy data obtained from 898 cycles in Thoroughbred mares over period of 11 years, the cutoff for embryo mortality to reach values above average was calculated to be 10 years of age [4]. In practice, embryo loss frequency is generally observed between the first (14–22 days) and the second (42–45 days) pregnancy check in old than in young mares [2, 4, 5]. Embryo loss may, however, be unobserved in earlier stages. Indeed, although experimental oviductal flushes on Day 2 post-ovulation showed that the fertilization rate was similar between young and fertile mares vs old and subfertile mares (respectively, 10/14 vs 11/14 embryos recovered per group on Day 2), when the same mares were inseminated during another estrus period, the pregnancy rate was significantly higher at 14 days post ovulation in young and fertile mares compared to older ones (respectively, 12/15 vs 3/15 pregnant mares on Day 14 by ultrasonography) [6].

Although uterine degeneration, including large inflammatory cell infiltration, fibrosis and reduced gland density [7–9] is observed in old mares, oocyte quality seems to play a major role in the observed age-related fertility decrease: the transfer of Day 4 embryos collected from old and subfertile mares resulted in lower pregnancy rates at 14 days post-ovulation than when embryos collected from young and fertile mares were transferred. This remained true when only the subset of good quality embryos was considered [10].

Controversial effects of maternal age on oocyte morphology have been observed in several studies [11–15] but there is a clear effect of maternal age on oocyte quality and function. Old mares’ oocytes are less likely to reach metaphase II after in vitro maturation than oocytes from younger mares [11]. Alterations of the expression of several genes have been also observed during in vivo and in vitro oocyte maturation [16, 17]. Moreover, after in vitro maturation, higher spindle instability is observed in old versus young mares’ oocytes, resulting in increased risks of chromosome misalignment leading to embryo aneuploidy [18–20]. Controversial effects of mare age on mitochondria degeneration have been also reported [16, 21–23].

The effect of maternal age on embryo size is not so clear, as studies demonstrated a reduction of embryo diameter in old mares at several developmental stages [24–28] while others did not detect any effect [9, 13, 25, 29] of maternal aging on embryo size. In these studies, however, the developmental stage was not uniform and the method to measure embryo size could be different (direct measurement or using ultrasonography). Furthermore, the size of the equine embryo is highly variable for the same gestational age [30]. The only study that directly measured more than 200 Day 7 to 10 embryos as part of an embryo transfer program observed that maternal aging induced a reduction in embryo size (in average, more than 740 μm in diameter for embryos produced by mares younger than 15 vs less than 620 μm in diameter for embryos produced by mares older than 16) [31].

Maternal age, however, seems to affect embryo morphology from the earliest stages of development, before the embryonic genome activation started (around the 8–16 cells stage) [32, 33]. Zygotes collected in vivo on Day 1.5 post ovulation, indeed, had the same number of cells, but a poorer morphology grade (uniformity of cell size and texture, imperfections and abnormalities) when they had been collected from mares older than 15 years of age compared to young ones [34]. In addition, at Day 3 post ovulation, zygotes collected from mares older than 20 years of age combined poorer morphology grade and reduced cell number [34]. In contrast, in other studies, no difference according to maternal age was observed in terms of number, size or texture of blastomeres of embryos collected in oviducts on Days 2 and 4 post ovulation [6, 10]. Finally, at blastocyst stage, a higher incidence of morphological abnormalities was observed in embryos that were collected from subfertile and/or 18 years old mares compared to 4 years old nulliparous mares [24].

Only a few studies have examined the effect of maternal age on equine embryo quality. As observed in oocytes, metabolic function and capacity were reduced in Day 2 embryos collected from old mares (≥20 years old) compared to those collected from young mares (≤14 years old) [22]. Moreover, a reduced quantity of mitochondrial DNA, but not genomic DNA, has been reported in Day 7 blastocysts from mares older than 16 years of age compared to younger counterparts, suggesting a reduction in mitochondria/cell ratio in old mares’ blastocysts [23]. Taken together, these alterations could lead to the alterations in embryo mobility and/or day of fixation that have been observed in some studies [9, 28].

Altogether, these data indicate that the quality of embryos is reduced in older mares. Considering the Developmental Origins of Health and Diseases (DOHaD) [35], dam age could thus also affect feto-placental and post-natal growth as well as long-term offspring health. To the authors’ knowledge, the effect of maternal age on gene expression in the equine embryo, however, has not yet been explored.

The aim of this study was to determine the effect of maternal age in the mare on embryo gene expression at the blastocyst stage. Young (< 10 years) and older (> 10 years) multiparous mares were inseminated with the same stallion. Blastocysts were collected on Day 8 post-ovulation and bisected to separate the pure trophoblast (TE_part) from the inner cell mass enriched hemi-embryo (ICMandTE). Gene expression was analyzed by RNA-seq in each compartment. Deconvolution was used to isolate gene expression of inner cell mass from trophoblast cells in ICMandTE part.

## Results

### Embryo recovery rates, diameter, total RNA content and quality

Altogether, 36 uterine flushings were performed (12 in YM < 10 years old and 24 in OM > 10 years old) to obtain one embryo per mare. For 5 mares, after a negative embryo collection, a second attempt was performed. Characteristics of mares are detailed in Table 1. One YM and 3 OM had a double ovulation but no twin embryo was obtained. Post-breeding uterine fluid accumulation was checked at the time of ovulation confirmation and none of the mares presented sign of pathological fluid accumulation.

**Table 1:** Mares’ characteristics at embryo collection time

Characteristics	Young mares (YM) ***(n = 11)***		Old mares (OM) ***(n = 20)***	
	Total	With embryo (***n*** = 5)	Total	With embryo (***n*** = 6)
Breed	AA *n* = 9; SF n = 1; SB n = 1	AA	AA *n* = 13; SF *n* = 7	AA *n* = 4; SF n = 2
Age *(in years)*	6.00 ± 0.00	6.00 ± 0.00	11.95 ± 2.11	12.00 ± 2.90
Parity *(number of foalings)*	1.00 ± 0.00	1.00 ± 0.00	3.20 ± 1.15	3.17 ± 1.47
Weight *(in kg)*	536.62 ± 44.12	524.02 ± 61.39	589.35 ± 57.34	598.19 ± 76.83
BCS *(scale 1–5)*	2.16 ± 0.28	2.3 ± 0.33	2.61 ± 0.32	2.5 ± 0.59
Withers’ height *(in cm)*	157.95 ± 3.74	157.40 ± 5.41	161.21 ± 4.23	162.00 ± 6.16

All mares were multiparous

*AA* Anglo Arab or Anglo-Arabian type, *SF* Selle Français, *SB* Saddlebred, *BCS* Body Condition Score. Age, parity, weight, BCS and height are presented as mean ± SD

Embryo recovery rates (ERR) per mare and per ovulation were, respectively, 42 and 39% in YM and 25 and 22% in OM, with no significant difference between groups (*p* = 0.45 for ERR/mare and *p* = 0.46 for ERR/ovulation). All embryos were expanded blastocysts, grade I or II according to the embryo classification of McKinnon and Squires [36].

Embryo diameter, sex and RNA yield are presented in Additional Table 1. 

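Of the 6 embryos from OM, 3 were given as female and 3 as male, while the 5 embryos from YM comprised 4 females and 1 male. The dams of the YM embryos were all 6 years old with a parity of 1. The dams of the OM embryos were aged 10 to 17 years, with a parity of 2 to 6. Every OM dam had a higher parity than every YM dam, so in these embryos maternal age cannot be separated from parity. Breed and mean weight of the dams in Table 1 also differed between the groups.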

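Embryos from OM measured 1276 ± 749.9 μm in diameter (mean ± SD, n = 6) and embryos from YM 1297 ± 798 μm (n = 5). The median was 1371 μm in OM and 1094 μm in YM. The difference in means was far smaller than the spread within either group (two-sided exact permutation test, p = 0.974). On the log2 scale, the same exact test gave p = 0.866.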

Embryo diameter ranged from 409 μm to 2643 μm, with no effect of group on embryo diameter (*p* = 0.97). 

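The RNA recovered per embryo was 652 ± 648 ng in OM (mean ± SD, n = 6) and 725 ± 1232 ng in YM (n = 5). The median yield was 570.1 ng in OM and 156 ng in YM. A two-sided exact permutation test of the difference in means gave p = 0.870, and the same exact test on log2 yields gave p = 0.970.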

RNA yield per embryo ranged from 16 ng to 2915.5 ng and was not related to mares’ age (*p* = 0.92). There is a clear exponential relation between RNA yield/embryo and embryo size (Fig. 1a).

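Across the 11 embryos, log2 RNA yield rose with diameter by 0.31 per 100 μm, with a Pearson correlation of 0.968 and a Spearman correlation of 0.982. The permutation p was 1e-05 for both, which is the smallest that the permutations can give. When the 2 embryos with the diameters farthest from the median were left out, r was 0.963. Against log2 diameter, log2 RNA yield had a slope of 2.61 and a Pearson correlation of 0.976 (permutation p = 1e-05). These values therefore do not tell an exponential relation from a power of the diameter. The paper describes the relation as exponential.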

**Fig. 1:**
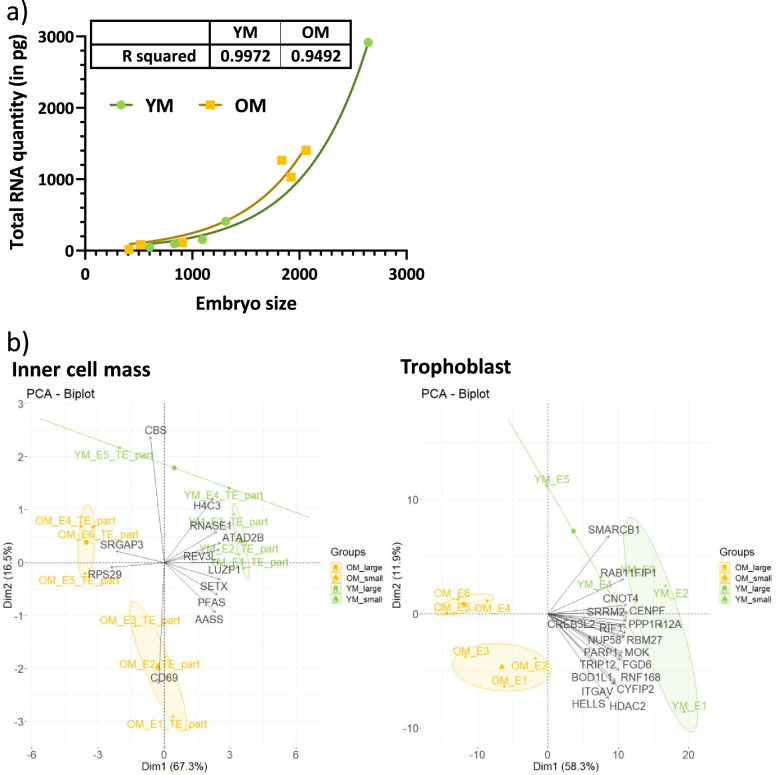
Effect of embryo size on RNA yield and gene expression in equine embryos. **a** Green circles represent embryos from young mares (YM) and yellow squares represent embryos from old mares (OM). The used relation is exponential. **b** Biplot graphics representing principal component analyses of differentially expressed genes in inner cell mass and trophoblast of embryos collected in YM or OM. Embryo were grouped according to maternal age (YM or OM) and their diameter (< 1100 μm = small; > 1100 μm = large). The top 20 variables contributing to the axis formation were represented

The median RNA Integrity Number (RIN) was 9.8 (8.7–10 range). Between 29.4 and 69.5 million reads per sample were obtained after trimming. On average, 83.61% of reads were mapped on the modified EquCab 3.0 using STAR and 66.66% of reads were assigned to genes by featureCounts.

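The deposited RNA-seq data comprised 22 libraries, from the ICMandTE and the TE_part hemi-embryos of 6 OM and 5 YM embryos. They hold the raw featureCounts counts of 30373 genes, counted per read pair with multimapping reads included. Genes of families with near-identical copies, such as ribosomal protein and histone genes, share reads under this counting. No ERCC spike-in is among the genes listed. Counts assigned to genes are fewer than trimmed reads and are the depth behind every value that follows. In ICMandTE they totalled 20785755 to 36405308 per library in OM (median 30811126.5) and 33418782 to 47876922 per library in YM (median 39132687). In TE_part they totalled 28550847 to 35166053 per library in OM (median 31459230.5) and 31625721 to 49035287 per library in YM (median 35725612). YM libraries were deeper in ICMandTE (two-sided exact permutation test, p = 0.0173), while the difference in TE_part did not pass the same exact test (p = 0.0563). Libraries held 16245 to 18123 genes with a count.
Counts were normalized by TMM and compared with the two-sided quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment and an FDR threshold of 0.05. Embryo sex and diameter were cofactors for maternal age, as in the paper. The deconvolution with DeMixT was not repeated. For the ICM, the values given are therefore those of the ICMandTE hemi-embryos, which also hold trophoblast. The counts carry no gene names. Names were taken from Table 2 and from the parts held of Additional Tables 2, 4 and 5, which list the genes with the smallest p in the paper's own tests, and 2694 genes have one. Where members of a gene list are counted, they are only those with a name. Several of the genes counted can carry 1 name, as with NDUFA2, MRPS28 and RPS4X. Such copies may share reads and are not separate evidence. They were selected by tests on these same embryos, so that neither their number nor their direction is independent evidence on the list. The same holds for calls adjusted over a list alone, since members with larger p are mostly missing from it.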

### Deconvolution of gene expression to discriminate ICM and TE gene expression on ICMandTE hemi-embryos

After keeping genes with more than 3 non-zero count values at least in one group (OM or YM) per hemi-embryo (ICMandTE or TE_part), 16,741 genes were conserved for deconvolution. In addition, twenty-seven genes were removed because their variance was null in the TE_part. However, for these genes, the mean counting in ICMandTE samples was above 10 counts, excepted for one which had a mean expression of 34 counts. On the other hand, this gene was only expressed in 5 ICMandTE over the 10 counts threshold.

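In the deposited counts, 17208 genes had more than 3 non-zero counts in OM or in YM of either hemi-embryo.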

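Among the genes kept from the deposited counts, 39 had no variance across the TE_part libraries.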

During the analysis, 3 additional genes were excluded because the deconvolution quality for these genes was not sufficient. Therefore, at the end of deconvolution algorithm, 16,711 genes were available for differential analysis.

Before deconvolution, 341 genes were differentially expressed (FDR < 0.05) between the ICMandTE and the TE_part (Fig. 2a). 

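Between the 11 ICMandTE and the 11 TE_part libraries, 198 genes were higher and 1 was lower in ICMandTE. At an unadjusted p under 0.05 in edgeR, 851 were higher and 131 lower. When each embryo was a block, so that its hemi-embryos were compared with each other, 280 genes were higher and 16 lower, and 164 of the 199 genes called without the block were among them. ECRG4 had the smallest p of the genes with a name. It averaged 0.944 ± 0.755 CPM in ICMandTE and 0.00804 ± 0.0140 CPM in TE_part (mean ± SD, n = 11), a log2 fold change of 6.36 (standard error 0.75, adjusted p = 0.000125 from edgeR). The surface antigen gene THY1 had a log2 fold change of 3.60 (standard error 0.51, adjusted p = 0.000979 from edgeR) and the amino acid transporter gene SLC38A5 one of 2.79 (standard error 0.45, adjusted p = 0.00221 from edgeR). MAP7D3 was more abundant, at 56.8 ± 29.2 CPM in ICMandTE and 21.2 ± 7.41 CPM in TE_part, with an adjusted p = 0.00582 from edgeR and a log2 fold change of 1.4. Each of these 4 genes was higher in the ICMandTE of 10 of 11 embryos. The number of genes higher in ICMandTE depended on single embryos. It was 340 without OM embryo 5, but 98, 106 and 108 without OM embryo 1, 2 or 3, and 79, 71, 88 and 113 without YM embryo 1, 2, 3 or 4.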

After deconvolution, comparison between DeMixT_ICM_cells and DeMixT_TE_cells yielded 7569 differentially expressed genes while the comparison DeMixT_ICM_cells vs TE_part yielded 6085 differentially expressed genes, with 5925 in common (77% of the total number of unique DEG in all comparisons). Moreover, except one of the initially 341 differentially expressed genes before deconvolution, were also identified as differentially expressed in both post-deconvolution analyses. 

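On the log2 CPM of the genes kept in the 22 libraries, centered but not scaled per gene, the first axis carried 22.1% of the variance and the second 11.2%. Hemi-embryo type accounted for 9.31% of the total variance, embryo identity for 61.4%, size class for 17.3%, sex for 7.61% and maternal age group for 4.87%. Such shares grow with the number of groups even without an effect, and embryo identity has the most groups, so they cannot be ranked. The shares of size class, sex and age group are part of that of embryo identity. None of the shares was tested against chance. The first axis followed log2 diameter. Across the 11 ICMandTE libraries, the Pearson correlation was -0.935 (permutation p = 8.00e-05, adjusted p = 0.000160 over 4 relations) and the Spearman correlation -0.927 (permutation p = 0.000120). Across the 11 TE_part libraries, they were -0.931 (permutation p = 7.00e-05, adjusted p = 0.000160) and -0.936 (permutation p = 0.000160). Without the 2 embryos farthest from the median diameter, r was -0.920 in ICMandTE and -0.892 in TE_part. The other hemi-embryo of the same embryo was the nearest library for 9 of the 22 libraries.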

On the PCA graphic of individuals, ICMandTE and TE_part were not really separated before deconvolution (Fig. 2b). DeMixT_TE_cells and TE_part were partly superposed, suggesting that datasets before and after deconvolution have a similar global gene expression; whereas the DeMixT_ICM_cells group is clearly separated from both on Axis 2 (14.3% of variance), indicating that the deconvolution effectively enabled the separation of gene expression in the two cell types.

**Fig. 2:**
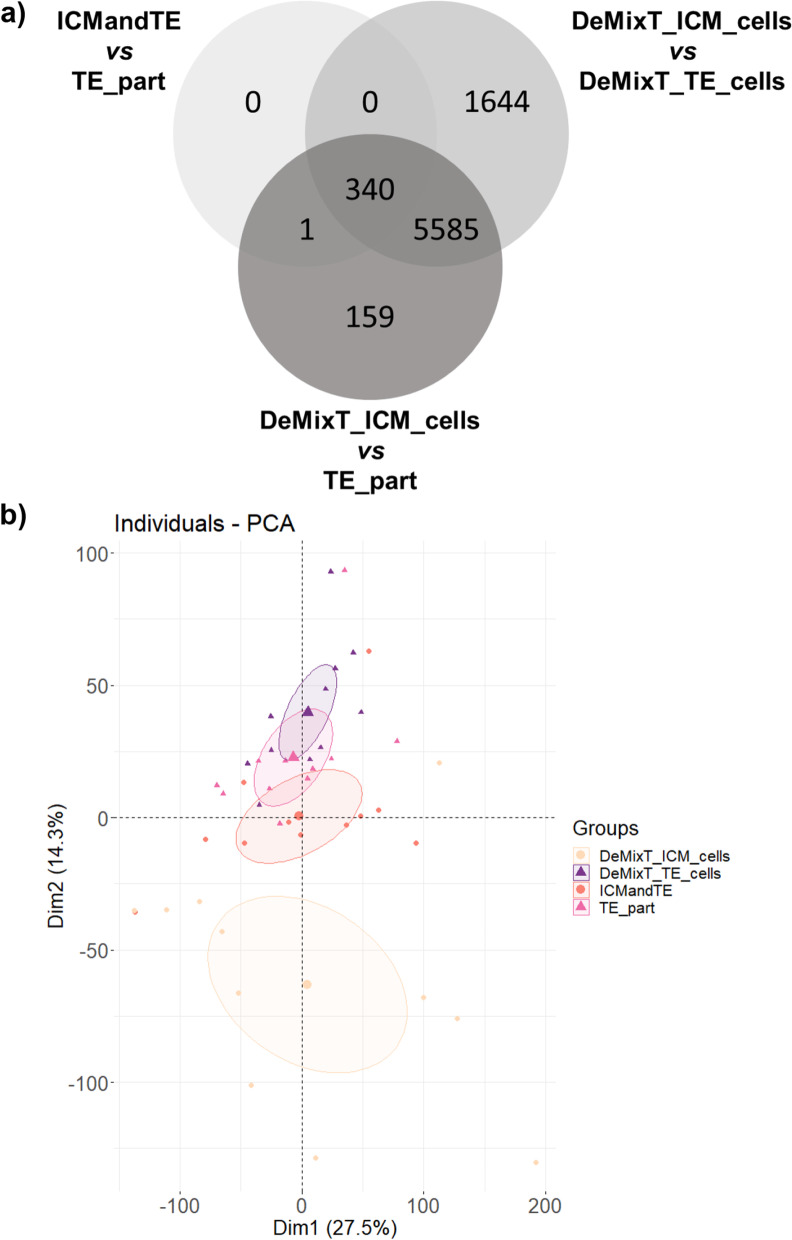
Gene expression in ICM and TE before and after deconvolution using DeMixT. **A** Venn diagrams of the differential gene expression in ICMandTE vs TE part (before deconvolution), DeMixT_ICM_cells vs DeMixT_TE_cells (after deconvolution) and DeMixT_ICM_cells vs TE_part (gene expression of ICM after deconvolution vs gene expression in TE_part without deconvolution); **B** Principal Component Analysis of gene expression of DeMixT_ICM_cells, DeMixT_TE_cells, ICMandTE and TE part datasets. Deconvolution was used to isolate gene expression of ICM and TE cells in ICMandTE hemi-embryos. ICMandTE: inner cell mass + trophoblast; TE part: pure trophoblast. Here trophoblast represents trophectoderm + endoderm

Six of the 12 genes previously identified as more expressed in ICM [37] were also more expressed in ICMandTE vs TE_part comparison (Table 2). 

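Of the 12 ICM genes of Table 2, edgeR called 4 higher in ICMandTE than in TE_part when embryos were not paired. DESeq2 with each embryo as a block called more of them. NANOG averaged 21.4 ± 15.5 CPM in ICMandTE and 1.41 ± 2.91 CPM in TE_part (mean ± SD, n = 11), a log2 fold change of 3.96 (standard error 0.69, adjusted p = 0.00370 from edgeR). SPP1 had a log2 fold change of 3.94 (standard error 0.62, adjusted p = 0.00188 from edgeR), LIN28B one of 3.03 (standard error 0.50, adjusted p = 0.00245 from edgeR) and SOX2 one of 3.93 (standard error 0.89, adjusted p = 0.0240 from edgeR). SOX2 was close to the detection limit, at 0.479 CPM in ICMandTE. DPPA4 did not pass the threshold, with a log2 fold change of 0.37 (standard error 0.11, adjusted p = 0.146 from edgeR). LIN28B was higher in ICMandTE in 11 of 11 embryos, and NANOG, SPP1 and SOX2 were each higher in 10 of 11. The exception for these 3 genes was OM embryo 5. There, NANOG had 20 counts in the library labelled ICMandTE and 290 in the library labelled TE_part, SPP1 had 17 and 276, and SOX2 had 0 and 10. In the other 10 embryos, NANOG ranged from 141 to 1887 counts in ICMandTE and from 7 to 47 in TE_part. Without OM embryo 5, the log2 fold change of NANOG was 5.44, that of SPP1 was 4.69 and that of SOX2 was 7.22. SOX2 had 0 counts in the TE_part of every other embryo, so that its latter value sets counts against 0. The paper proposes that deconvolution was effective in parting ICM from TE expression. It draws on such genes, on the number and overlap of the genes called before and after, and on PCA.

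**Figure D1:**
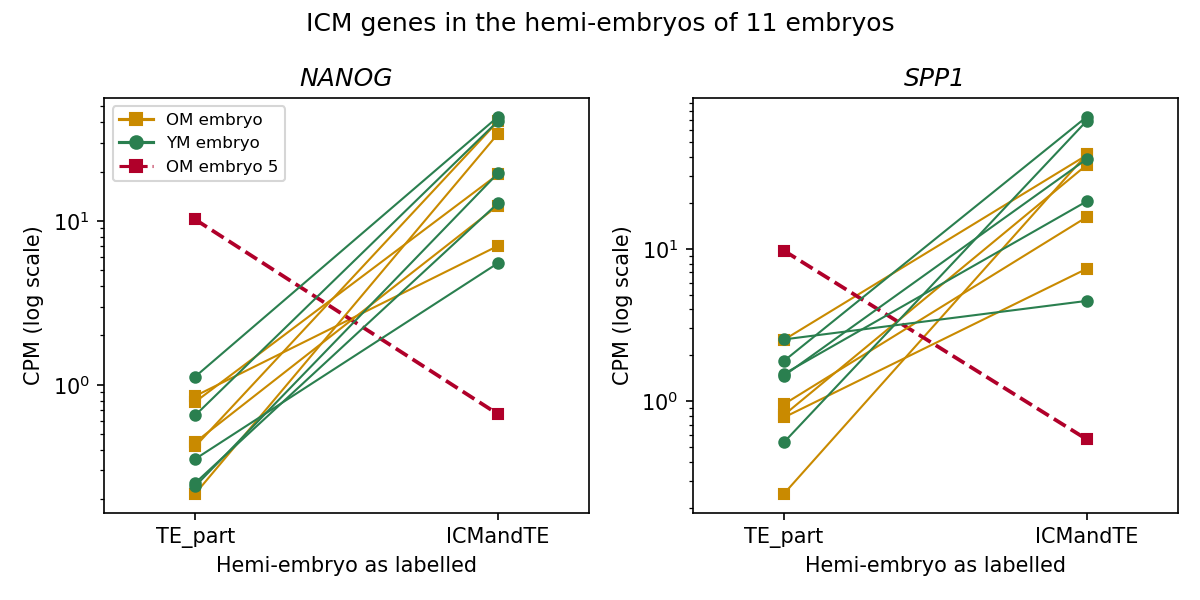
CPM of NANOG and SPP1 on a log axis in the hemi-embryos of each embryo, with a line joining the hemi-embryos of 1 embryo. The lines of 10 embryos rise from TE_part to ICMandTE, and the dashed line of OM embryo 5 falls from 10.2 to 0.662 CPM for NANOG.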

After deconvolution (comparison DeMixT_ICM_cells vs TE_part), 3 more genes previously identified were also differentially expressed. However, for two of them (POU Class 5 Homeobox 1, *POU5F1* and Undifferentiated Embryonic Cell Transcription Factor 1, *UTF1*), their expression was increased in TE_part after deconvolution. 

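Before deconvolution, POU5F1 averaged 97.2 ± 75.3 CPM in ICMandTE and 68.3 ± 56.3 CPM in TE_part (mean ± SD, n = 11). When embryos were not paired, its log2 fold change was 0.51 (standard error 0.52, adjusted p = 0.999 from edgeR). With each embryo as a block, it was 0.57 (standard error 0.12, adjusted p = 0.0198 from edgeR), and POU5F1 was higher in the ICMandTE of 10 of 11 embryos. UTF1 averaged 3.25 ± 1.76 CPM in ICMandTE and 3.46 ± 1.86 CPM in TE_part and was higher in ICMandTE in 5 of 11 embryos. With the embryo as block, its log2 fold change was -0.10 (standard error 0.15, adjusted p = 0.865 from edgeR).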

In TE, any genes previously identified were differentially expressed in the comparison ICMandTE vs TE_part, i.e., before deconvolution. 

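By edgeR, 0 of the 7 TE genes of Table 2 passed the threshold when embryos were not paired, 1 was lower in ICMandTE at an unadjusted p under 0.05, and 6 had a negative log2 fold change. The largest difference was that of TFAP2A, with 28.9 ± 3.36 CPM in ICMandTE and 32.6 ± 4.62 CPM in TE_part (mean ± SD, n = 11) and a log2 fold change of -0.18 (standard error 0.09, adjusted p = 0.876 from edgeR). TEAD4 was higher in the ICMandTE of 1 of 11 embryos, with a log2 fold change of -0.12 (standard error 0.08, adjusted p = 0.999 from edgeR). CDX2, at 80.4 CPM in ICMandTE and 89.3 CPM in TE_part, had a log2 fold change of -0.15 (standard error 0.09, adjusted p = 0.999 from edgeR). With each embryo as a block, 0 passed either, with a log2 fold change of -0.17 (standard error 0.06, adjusted p = 0.163 from edgeR) for TFAP2A and of -0.12 (standard error 0.04, adjusted p = 0.241 from edgeR) for TEAD4. When OM embryo 5 was also left out, TEAD4 passed, with a log2 fold change of -0.15 (standard error 0.04, adjusted p = 0.0381 from edgeR).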

After deconvolution, the expression of 2 genes was increased in TE_part compared to DeMixT_ICM_cells.

**Table 2:**
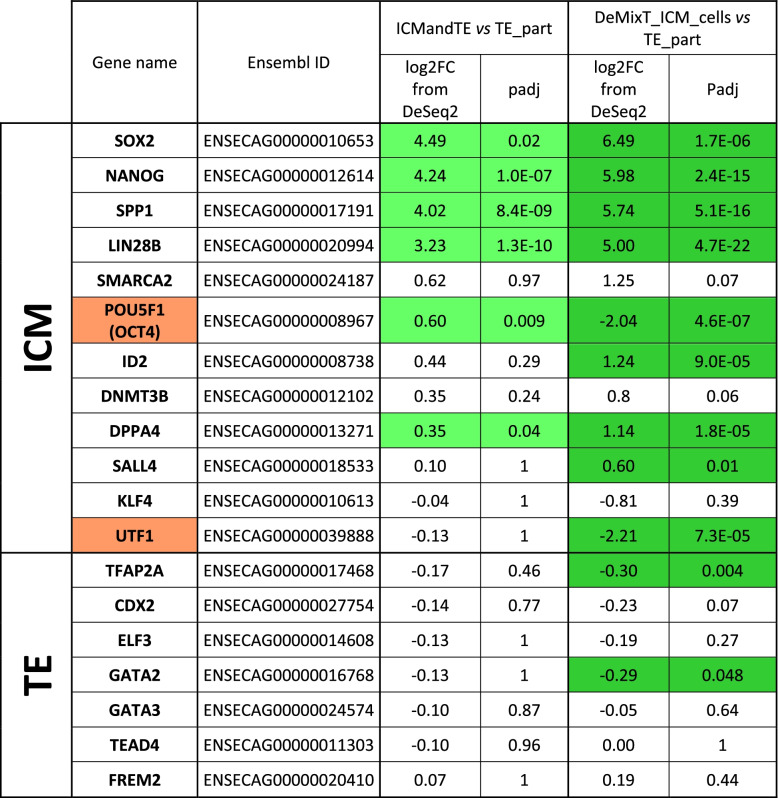
Comparison of selected genes expression before and after deconvolution

Gene expressions were obtained from RNA of 11 equine embryos bissected in two hemi-embryos: one part is composed only of trophoblast (TE), TE_part, while the other part is composed of TE and inner cell mass (ICM), ICMandTE. As it is impossible to estimate the proportion of each cells in ICMandTE, deconvolution algorithm (package DeMixT) was used to estimate gene expression of these different kind of cells. DeMixT_ICM_cells dataset is the deconvoluted gene expression of ICM cells from ICMandTE. Log2 fold change (log2FC) and padj (adjusted *p*-value with Benjamini-Hochberg correction) were obtained with Deseq2 package. TE_part is the reference group in both analyses: when log2 fold changes (log2FC) > 0, gene is more expressed in ICMandTE or DeMixT_ICM_cells while when log2FC < 0, gene is more expressed in TE_part. Green is used to represent gene differentially expressed in the present study. Orange is used to represent gens that have been previously identified as predominant in the ICM [37] but which are identified here as predominant in the TE

For further analysis, DeMixT_ICM_cells and TE_part gene expression datasets are presented. Nevertheless, the comparison of maternal age on ICMandTE dataset (graphics, differential gene expression analysis and GSEA) was also performed and this analysis is available in Additional Figure 1 and Additional Tables 2 and 3.

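In the ICMandTE libraries, 13599 genes had a mean of at least 10 counts in OM or in YM. Of these, edgeR called 0 higher and 0 lower in OM. At an unadjusted p under 0.05, 539 were higher and 539 lower. DESeq2 without independent filtering called 8 higher and 18 lower, the same 26 genes that Additional Table 2 calls. All 26 had the direction of Additional Table 2 in edgeR as well. The smallest adjusted p was 0.0684. It belonged to the histone gene H4C3 (ENSECAG00000037199), with 13.8 ± 4.08 CPM in OM (mean ± SD, n = 6) and 28.1 ± 7.37 CPM in YM (n = 5) and a log2 fold change of -1.15 (standard error 0.15), and to ENSECAG00000038654, with a log2 fold change of -1.96 (standard error 0.28). AASS, a gene of lysine degradation, had a log2 fold change of -0.90 (standard error 0.13, adjusted p = 0.0758 from edgeR) and the proliferation marker gene MKI67 one of -0.60 (standard error 0.11, adjusted p = 0.186 from edgeR). Without YM embryo 1, edgeR called 3 genes lower.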

### Differential gene expression in deconvoluted ICM cells

After filtering out of genes with an average expression < 10 counts/maternal age group/hemi-embryo, 13,735 genes were considered as expressed in the ICM cells from OM or YM embryos including 255 differentially expressed genes (227 downregulated and 28 upregulated in OM, with YM as the reference group) (Fig. 3a and Additional Table 4). 

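The part held of Additional Table 4 includes the 255 genes that the paper calls. In the ICMandTE counts before deconvolution, 227 of the 227 genes that the paper calls downregulated were lower in OM. Their median log2 fold change was -0.36, and the median of the paper's own deconvoluted values is -1.15. Of the 28 called upregulated, 26 were higher in OM, with a median of 0.59 and a median of 3.90 in the paper's own values. At an unadjusted p under 0.05 in edgeR, 135 of the former and 7 of the latter stood out, and none passed the adjusted threshold. These genes were chosen for a difference between the same embryos.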

Only 218 and 12 genes out of the down- and upregulated genes in OM compared to YM, respectively, were associated to a known protein in human. These downregulated genes in ICM of embryos from OM compared to YM mainly belonged to cellular process, metabolic process and biological regulation in GO biological process gene sets (Fig. 3a). From downregulated genes in OM ICM compared to YM ICM, 84 pathways were statistically overrepresented in GO Biological process leading to 16 most specific subclass pathways according to hierarchy sorting by PANTHER (Fig. 3b). 

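Of named genes of mitosis and chromatin, the centriolar satellite gene PCM1 had a log2 fold change of -0.65 (standard error 0.12, adjusted p = 0.234 from edgeR) between OM and YM in ICMandTE, and the histone methyltransferase gene ASH1L one of -0.52 (standard error 0.14, adjusted p = 0.544 from edgeR).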

Overrepresented pathways in downregulated genes in OM ICM compared to YM ICM were linked to cell division, embryo morphogenesis, histone methylation, protein modification processes and cytoskeleton organization.

**Fig. 3:**
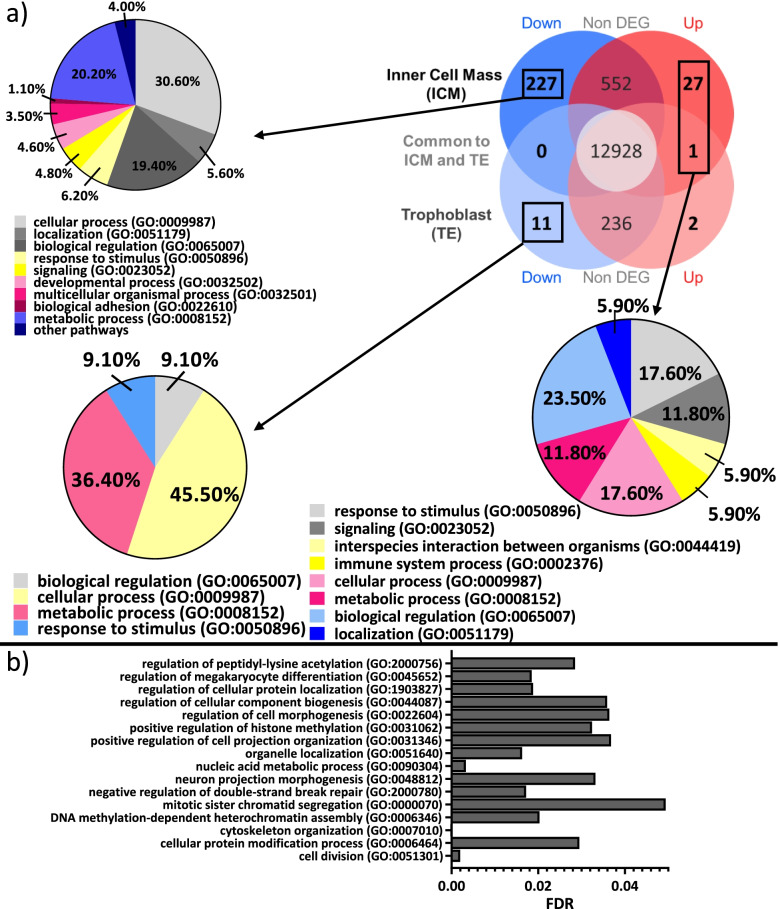
Analysis of differentially expressed genes (DEG) in embryos according to maternal age. **A** representation of down (blue) and upregulated (red) DEG in ICM (from DeMixT_ICM_cells data obtained after deconvolution of ICMandTE using DeMixT R package [38, 39]) and TE (from TE_part dataset) of embryos from OM. *Nota bene*: YM is the reference group. Functional classifications (for down regulated genes in ICM and TE and for up-regulated genes in ICM) using GO Biological Process obtained with PANTHER online software are presented as pie charts. For upregulated DEG in TE, no functional classification was made. **B** Bar chart presenting p-adjusted of most specific subclass pathways provided by PANTHER online software after statistical overrepresentation test (Fisher’s Exact test and Benjamini-Hochberg correction) with the Human GO Biological Process annotation on down-regulated DEGs in ICM of OM. *Nota bene*: YM is the reference group. DEG: Differentially Expressed Genes (FDR < 0.05); TE: Trophoblast; ICM: Inner Cell Mass; OM: Old mares; YM: young mares

Upregulated differentially expressed genes (DEG) in OM ICM compared to YM ICM were mainly part of biological regulation, response to stimulus, cellular process, signaling and metabolic process in GO biological process gene sets (Fig. 3a). No pathway was statistically overrepresented in upregulated genes in ICM of embryos from old mares compared to ICM of embryos from young mares using PANTHER overrepresentation testing.

### Differential gene expression in the TE part

In the TE, 13,178 genes were considered as expressed in OM or YM. 

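In the deposited TE_part counts, 13206 genes passed the filter on mean counts.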

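In TE_part, edgeR called 1 gene higher and 3 lower in OM, and 325 were higher and 441 lower at an unadjusted p under 0.05. DESeq2 called 3 higher and 11 lower, and 3 of these 14 genes were also called by edgeR. H4C3 averaged 12.3 ± 3.44 CPM in OM (mean ± SD, n = 6) and 28.2 ± 6.11 CPM in YM (n = 5), a log2 fold change of -1.34 (standard error 0.17, adjusted p = 0.0447 from edgeR). RNASE1 (ENSECAG00000011930) averaged 6.28 ± 4.58 CPM in OM and 26.6 ± 12.8 CPM in YM, a log2 fold change of -2.15 (standard error 0.30, adjusted p = 0.0447 from edgeR). ENSECAG00000038654 averaged 0.784 ± 0.613 CPM in OM and 4.68 ± 1.63 CPM in YM, with a log2 fold change of -2.49 (standard error 0.36, adjusted p = 0.0447 from edgeR). The gene called higher, PRDM14, was listed at 0 in every TE_part library of YM, and its highest count in OM was 163, in the library labelled TE_part of OM embryo 5, so that no fold is given. The ribosomal protein gene RPS29 averaged 568 ± 151 CPM in OM and 324 ± 56.4 CPM in YM, a log2 fold change of 0.77 (standard error 0.12, adjusted p = 0.0640 from edgeR). The calls changed when single embryos were left out, and the fold changes of the lower genes did so less. By edgeR, 0 genes were called without OM embryo 2, 3, 4, 5 or 6 or without YM embryo 2, 3, 4 or 5, and only H4C3 without YM embryo 1. Without OM embryo 1, RPS29 was called and PRDM14 was not. Other settings changed the calls as well, with 0 genes called without covariates, with sex only, with log2 diameter, in female embryos only and with the embryo number as block with sex, and only H4C3 with size class in place of diameter. Over the 11 sets without 1 embryo, the log2 fold change ran from -1.44 to -1.23 for H4C3, from -2.35 to -1.54 for RNASE1, from -2.94 to -2.25 for ENSECAG00000038654 and from 0.70 to 0.84 for RPS29. For an effect of maternal age on the TE, the paper draws on gene set enrichment as well as on the genes called.

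**Figure D2:**
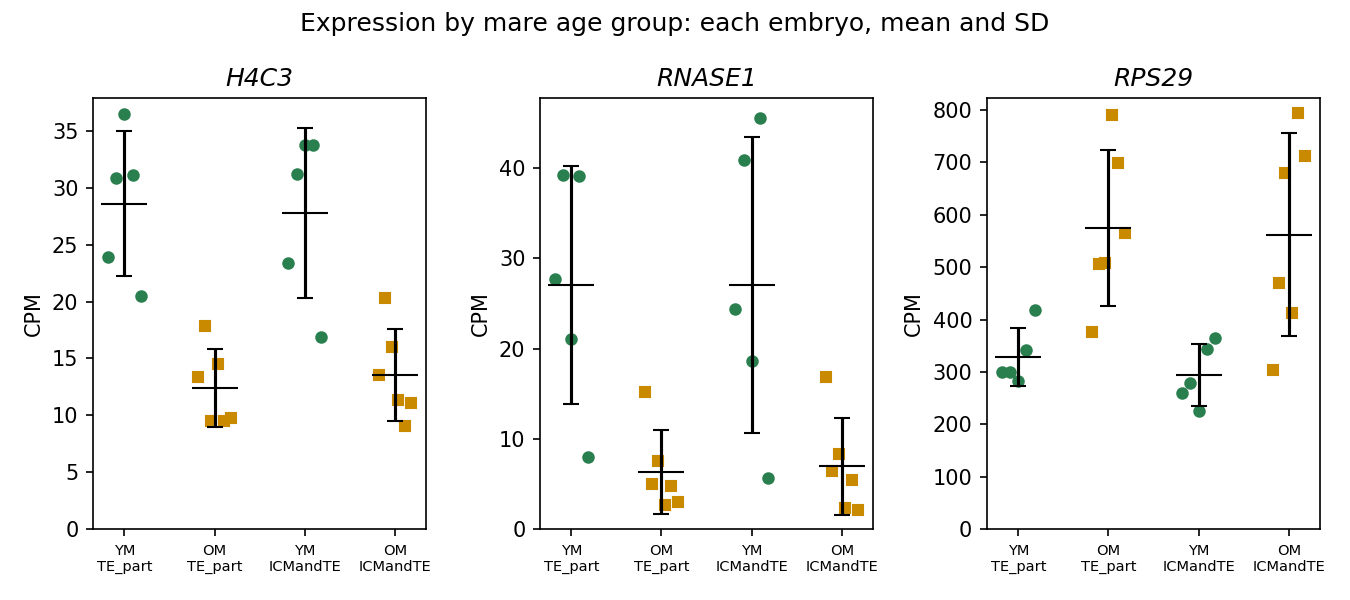
CPM of H4C3, RNASE1 and RPS29 in each TE_part and ICMandTE library of YM and OM embryos, normalized over all 22 libraries, with the mean and SD of each group. H4C3 is at 9.52 to 17.9 CPM in the TE_part of OM and at 20.5 to 36.5 CPM in that of YM.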

Fourteen were differentially expressed (Additional Table 5) with 11 genes being downregulated and 3 being up regulated in OM, YM being the reference group (Fig. 3a). Only 12 genes were associated to a known protein in human. Downregulated genes in OM compared to YM mainly belonged to both cellular and metabolic process in GO biological process gene sets.

### Analysis of the variability of differentially expressed genes

As the embryo size was highly variable within each group, a PCA analysis was made on DEG in ICM and TE to verify that observed differences were effectively due to maternal age more than to embryo size (Fig. 1b). Respectively 3 YM and 3 OM were classified in small (< 1100 μm in diameter) while the remaining 2 YM and 3 OM were classified in large group (> 1100 μm in diameter).

In the ICM, the first axis of the PCA explained 58.3% of the variance of the data and clearly separated OM from YM, indicating than more than half of the variance in DEG is due to maternal aging. 

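A PCA of the paper's own deconvoluted values of the 255 genes, as listed in Additional Table 4, gave 58.7% of the variance to the first axis. Scores on it ran from -0.62 to 17.0 in OM and from -16.4 to -1.14 in YM. In the ICMandTE counts before deconvolution, the first axis of the same genes carried 44.3%. Scores ran from 0.32 to 16.9 in OM and from -15.5 to 4.93 in YM. The groups overlapped by YM embryo 5 alone, since the other 4 YM embryos ran from -15.5 to -9.86. The genes entered the PCA because they differ between the age groups of these embryos. From the separation on the first axis, the paper concludes that maternal aging accounts for most of the variance of these genes.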

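The second axis carried 13.0% of the variance of the paper's deconvoluted values and 16.2% in the ICMandTE counts of the same genes.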

The second axis slightly separated genes according to embryo size but explained only 11.9% of the variance, indicating that in the ICM, embryo size explains a minor part of the variance. These observations were confirmed by the Partial redundancy analysis. Indeed, in ICM, 43% of the variance was explained by maternal age while only 14% was explained by embryo size. Moreover, the 20 variables that contributed the most to the separation are mostly explaining differences related to maternal age.

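By partial redundancy analysis of the paper's deconvoluted values, maternal age group carried 42.9% of the variance and size class 16.7%. In the ICMandTE counts of the same genes, the age group carried 28.4% and the size class 18.6%.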

In the TE part, both the first and the second axis (explaining respectively, 67.3 and 16.5% of data variability) separated both maternal age and embryo size groups. 

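A PCA of the 14 genes of Additional Table 5 in the TE_part counts gave 72.5% of the variance to the first axis and 16.4% to the second. Scores on the first axis ran from -0.60 to 3.86 in OM and from -3.90 to 1.31 in YM. The age groups overlapped by YM embryo 5 alone, since the other 4 YM embryos ran from -3.90 to -3.19. For the 4 genes that edgeR called, the axes carried 74.1% and 20.7%.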

The partial redundancy analysis also showed a less clear impact of maternal age in DEG from TE. Indeed, mares’ age explained 31% of the variance of DEGs whereas 22% was explained by embryo size. Moreover, although most of genes showed a clear contribution in the construction of the first axis, some such as cystathionine beta-synthase (*CBS*) and CD69 molecule (*CD69*) were clearly involved in the construction of the second axis.

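In the TE_part counts of the 14 genes of Additional Table 5, maternal age group carried 46.5% of the variance and size class 26.7%. For the 4 genes that edgeR called, these shares were 57.1% and 5.38%.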

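Expressed as a correlation with the axis across the 11 TE_part libraries, the loading of CBS (ENSECAG00000021749) was -0.958 on the second axis and 0.112 on the first. That of CD69 was 0.769 and 0.410. CBS averaged 40.6 ± 9.66 CPM in OM (mean ± SD, n = 6) and 51.1 ± 13.0 CPM in YM (n = 5), a log2 fold change of -0.39 (standard error 0.08, adjusted p = 0.502 from edgeR). CD69 was close to the detection limit, at 0.429 ± 0.485 CPM in OM and 0.0103 ± 0.0141 CPM in YM, and had a log2 fold change of 4.88 (standard error 0.99, adjusted p = 0.458 from edgeR).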

### Gene set enrichment analysis in deconvoluted ICM cells

After Entrez Gene ID conversion, 12,344 genes were considered expressed in ICM. In the GO Biological Process database, 106 identified gene sets differed according to maternal age in the ICM (11 enriched in OM and 95 enriched in YM) (Additional Table 6). In the KEGG database, 14 gene sets were perturbed (Additional Table 6).

Using SUMER analysis (Fig. 4), gene sets enriched in OM ICM compared to YM ICM were mainly grouped under terms “Respiratory electron transport chain” and “Translational elongation”. 

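In ICMandTE, 53 of the 54 named genes that encode nuclear subunits of oxidative phosphorylation were higher in OM, with a median log2 fold change of 0.28. Over all genes, edgeR called 0 of them, while 50 were higher at an unadjusted p under 0.05, and 48 were higher when adjusted over the list alone. The named members had been selected by p on these embryos, so that such calls are no independent evidence. The complex III gene UQCRB had a log2 fold change of 0.41 (standard error 0.10, adjusted p = 0.544 from edgeR). All 67 named cytosolic ribosomal protein genes were higher in OM, with a median of 0.28, and 47 stood out when adjusted over the list alone and 0 over all genes. RPS29 averaged 570.0 ± 195 CPM in OM (mean ± SD, n = 6) and 298 ± 61.7 CPM in YM (n = 5), a log2 fold change of 0.94 (standard error 0.19, adjusted p = 0.379 from edgeR). All 36 named mitochondrial ribosomal protein genes were higher as well, with a median of 0.26, and 22 stood out when adjusted over the list alone and 0 over all genes.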

The first term represents mitochondrial function while the second represents translation function. Moreover, terms relative to “Systemic lupus erythematosus” are conserved by SUMER analysis and enriched in OM ICM compared to YM ICM. 

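Of 6 named replication-dependent histone genes in ICMandTE, 5 were lower and 1 was higher in OM. The threshold of edgeR over all genes was passed by 0 of them, and 2 were lower when adjusted over the list alone. H1-4 had a log2 fold change of -0.80 (standard error 0.17, adjusted p = 0.393 from edgeR), and H2AC18, the gene that was higher, one of 0.31 (standard error 0.14, adjusted p = 0.631 from edgeR).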

Genes involved in these enrichments were also present in dysregulated metabolic pathways.

**Fig. 4:**
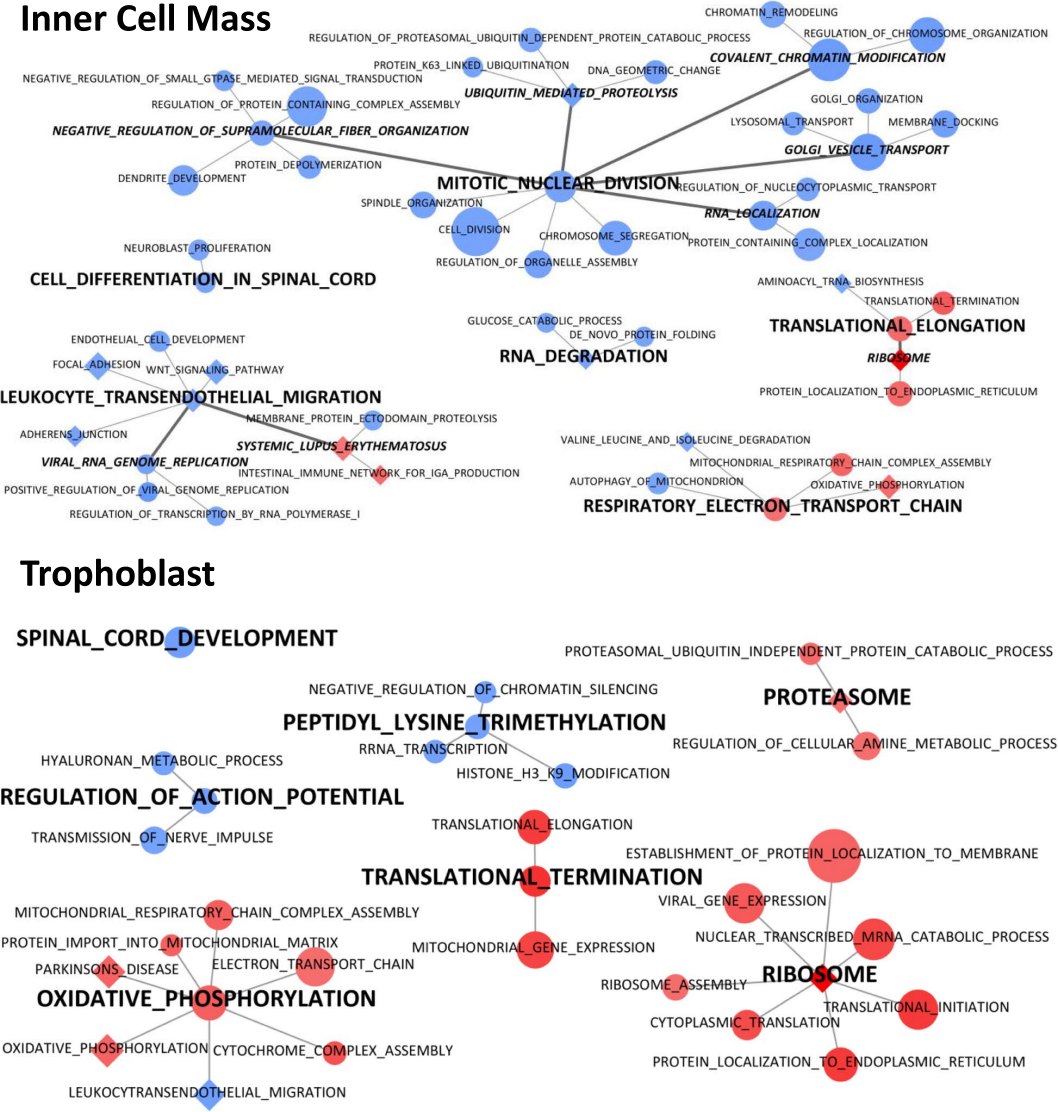
GSEA clustering of the most perturbed terms in ICM and TE according to mares’ age. Nodes represent altered gene sets in ICM and TE (FDR < 0.05). Node size represents the gene set size. Node shape represents the gene set database: GO BP (circle) or KEGG (diamond). YM was the reference group: blue nodes represent enriched gene sets in YM (NES < 0) while red nodes represent enriched gene sets in OM (NES > 0). Edges represent the level of connection between representative gene sets. This graph was performed using SUMER R package [40] and modified using cytoscape 3.8.2 [41]. ICM: Inner Cell Mass; TE: trophoblast; FDR: False Discovery Rate; GO BP: Gene Ontology Biological Process; Kyoto Encyclopedia of Genes and Genomes; NES: Normalized Enrichment Score; YM: Young mares; OM: Old mares

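Of 42 named genes of the mitotic spindle and of chromosome segregation, 39 were lower in the ICMandTE of OM embryos, with a median log2 fold change of -0.26. In edgeR, 20 were lower and 1 was higher at an unadjusted p under 0.05. When adjusted over the list alone, 13 were lower, and 0 over all genes. The kinesin gene CENPE had a log2 fold change of -0.50 (standard error 0.12, adjusted p = 0.544 from edgeR), and the cohesin regulator gene PDS5B one of -0.50 (standard error 0.13, adjusted p = 0.544 from edgeR).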

Gene sets enriched in YM ICM compared to OM ICM were involved in different biological processes such as “Mitotic nuclear division” which is relative to mitosis. Under this term, “Spindle organization” and “Negative regulation of supramolecular fiber organization” terms represent the assembly of spindle during mitosis. “Chromosome segregation” is also found in this grouping. Furthermore, terms under “Golgi vesicle transport” seem to be involved in cytokinesis and vesicle trafficking. 

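In ICMandTE, 15 of 22 named genes of Golgi vesicle transport were lower in OM and 7 were higher. By edgeR 0 were called over all genes, 8 were lower and 3 higher at an unadjusted p under 0.05, and 1 was lower when adjusted over the list alone. This was BICD1, with a log2 fold change of -0.56 (standard error 0.14, adjusted p = 0.544 from edgeR).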

The catabolism of protein and mRNA is represented by “Ubiquitin mediated proteolysis”. 

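Of 29 named genes of ubiquitin conjugation and ligation, 25 were lower in the ICMandTE of OM embryos, with a median log2 fold change of -0.26. At an unadjusted p under 0.05 in edgeR 7 were lower and 1 was higher, while 0 were called when adjusted over the list alone and 0 over all genes. UBE3B had the smallest p, with a log2 fold change of -0.51 (standard error 0.14, adjusted p = 0.544 from edgeR).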

Translation function is represented by several terms grouped under “covalent chromatin modification” in the mitosis part.

“Leukocyte transendothelial migration” term is also enriched in YM ICM compared to OM ICM and seems to represent cell signaling and adhesion. Indeed, this term regroups several pathways such as “Focal adhesion”, “Adherens junction” and “WNT signaling pathway”.

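Of 35 named genes of focal adhesions and adherens junctions, 33 were lower in the ICMandTE of OM embryos, with a median log2 fold change of -0.24. Over all genes, edgeR called 0 of them, while 10 were lower and 1 was higher at an unadjusted p under 0.05, and 2 were lower when adjusted over the list alone. The Rho kinase gene ROCK2 had a log2 fold change of -0.64 (standard error 0.16, adjusted p = 0.544 from edgeR). Of 21 named genes of Wnt signaling, 19 were lower, with a median of -0.36. Without adjustment, 7 of these were lower and 2 higher at p under 0.05 in edgeR. When adjusted over the list alone 1 was lower, and 0 over all genes.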

Finally, further terms related to embryo development could be found in different groups such as “Dendrite development”, “Cell differentiation in spinal cord” or “endothelial cell development”.

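In ICMandTE, 11 of 12 named genes of spinal cord development were lower in OM, with a median log2 fold change of -0.47. Neither over all genes nor over the list alone did edgeR call any (0), and 3 were lower at an unadjusted p under 0.05. KIF3A had the smallest p, with a log2 fold change of -0.58 (standard error 0.18, adjusted p = 0.544 from edgeR).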

### Gene set enrichment analysis in the TE part

After Entrez Gene ID conversion, 11,874 genes were considered expressed in TE from OM or YM embryos. In GO BP database, 38 gene sets were perturbed by mares’ age in the TE of embryos (11 enriched in YM and 27 enriched in OM) (Additional Table 7). In the KEGG database, 5 pathways were enriched in the TE of OM compared to TE from YM embryos (Additional Table 7).

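In TE_part, all 67 named cytosolic ribosomal protein genes were higher in OM, with a median log2 fold change of 0.18. At an unadjusted p under 0.05 in edgeR 33 were higher, 1 (RPS29) stood out when adjusted over the list alone, and 0 over all genes. The median of 36 named mitochondrial ribosomal protein genes, all of them higher, was 0.16. Of 54 named genes of nuclear subunits of oxidative phosphorylation, 53 were higher, with a median of 0.17. At an unadjusted p under 0.05, 3 of these were higher, and 0 when adjusted over the list alone. With mare age in years in place of the age group, 31 of the 54 were higher.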

As in ICM part, using SUMER analysis, translation (represented by both “Translational termination” and “Ribosome” terms) and mitochondrial function (represented by “Oxidative phosphorylation” associated terms) were enriched in OM embryos compared to YM embryos. 

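All 11 named proteasome genes were higher in the TE_part of OM embryos, with a median log2 fold change of 0.12. Neither over all genes nor over the list alone did edgeR call any (0), and 1 was higher at an unadjusted p under 0.05. This was PSMB7, with a log2 fold change of 0.16 (standard error 0.07, adjusted p = 0.860 from edgeR).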

“Proteasome” term is enriched in OM embryos, compared to YM representing protein catabolism.

Moreover, transcription (represented by “Peptidyl lysine trimethylation” term) and embryo development (represented by “spinal cord development”) were, as in ICM, also, enriched in YM embryos compared to OM. 

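In TE_part, 36 of 51 named genes of chromatin modification and remodeling were lower in OM, with a median log2 fold change of -0.10. Without adjustment, 7 were lower and 1 was higher at p under 0.05 in edgeR. ATRX had the smallest p, with a log2 fold change of -0.44 (standard error 0.11, adjusted p = 0.856 from edgeR). Of 11 named genes of spinal cord development, 9 were lower. No gene of these lists was called over all genes or when adjusted over the list alone.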

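Of 10 named genes of action potentials and ion channels, 9 were lower in the TE_part of OM embryos, with a median log2 fold change of -0.27. The threshold of edgeR over all genes was passed by 0 of them, 4 were lower at an unadjusted p under 0.05, and 1 was lower when adjusted over the list alone. This was the channel gene TRPM4, with a log2 fold change of -0.68 (standard error 0.17, adjusted p = 0.856 from edgeR).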

Finally, in TE, “Regulation of action potential” term and associated terms were enriched in YM compared to OM. These terms could be related to ion movement.

## Discussion

Maternal aging did not affect embryo recovery rate (ERR), embryo size nor total RNA quantity. It is important to notice that, as the experimental protocol required only 5 embryos per group, a limited number of embryo collection attempts were performed, resulting in a limited statistical power for these analyses. ERR, especially in young mares, was not as good as in commercial embryo transfer programs [31, 42]. Moreover, total RNA content in equine embryo was exponentially correlated to embryo diameter and was not affected by maternal age.

As ovulation check was only performed 48 hours after induction of ovulation, there is a bias in the estimation of the embryo age in the present study. This certainly partly explains the large variation in embryo size observed here. Different studies, however, have shown that embryo size is highly variable [43–45], even when ovulation determination is accurate to the nearest 6 hours [46]. Accurately determining fertilization time in vivo is not possible and the size of 142 equine embryos recovered at 8 days post-ovulation was reported to range from 120 to 3980 μm with an average of 1132 μm [30]. In the present project, all embryos remain within these limits.

Although embryo size could be considered as normal for Day 8 embryos, embryo sizes were highly variable and not equally distributed between groups. Embryo size was considered as a cofactor in the differential analysis. In addition, partial redundancy analysis showed that embryo size explained less than 25% of the variability of DEGs in both ICM and TE. As effects of maternal age on equine embryo growth are not so clear [24–28], an interaction between both effects on embryo gene expression can not be excluded. Maternal age, however, explained 43 and 31% of the total variability of DEGs in both ICM and TE, respectively, suggesting that identified DEGs were mainly due to maternal age effects. It is important to note that in ICM, the proportion of variability explained by maternal age was 3 times greater than that of embryo size, whereas in the TE, this difference was smaller. This could be explained by the fewer number of DEGs identified in TE compared to ICM but also because trophoblast expansion was possibly more correlated to embryo size than the ICM.

As in tumors, today, the only way to analyze separate expression of ICM and TE cells in mammalian embryos is to use micromanipulation but micromanipulation is expensive in time and requires adapted skills and material. In this study, micromanipulation to properly separate ICM and TE was not possible. Therefore, deconvolution appeared to be a good option to analyze the effects of maternal ICM gene expression in mixed ICM and TE samples. Deconvolution seemed to have been effective on embryo to separate ICM and TE gene expression. Indeed, the 341 genes differentially expressed in ICMandTE vs TE_part were also identified by comparing TE with post-deconvolution ICM cells gene expression dataset. Moreover, after deconvolution, more genes were differentially expressed between TE and ICM datasets and among them, more genes identified in literature were differentially expressed. Finally, PCA showed that deconvolution separate DeMixT_ICM_cells from other datasets while before deconvolution ICMandTE and TE_part were partly superposed. Only POU5F1 and UTF1 differed in terms of allocation between previously published data [37] and the present study. In data before deconvolution, expression of POU5F1 and UTF1 were extremely variable according to embryo diameter in both compartments. 

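POU5F1 fell with embryo diameter in both hemi-embryos. Across the 11 ICMandTE libraries it ranged from 13.8 to 224 CPM, and log2 CPM against log2 diameter had a Pearson correlation of -0.938 (permutation p = 9.00e-05, adjusted p = 0.000360) and a Spearman correlation of -0.936 (permutation p = 7.00e-05). Across the 11 TE_part libraries it ranged from 8.81 to 169 CPM, with a Pearson correlation of -0.932 (permutation p = 8.00e-05, adjusted p = 0.000360) and a Spearman correlation of -0.955 (permutation p = 2.00e-05). The adjustment covered 12 relations. UTF1 ranged from 0.799 to 6.05 CPM in ICMandTE, with a Pearson correlation of -0.794 (permutation p = 0.00250, adjusted p = 0.00750) and a Spearman correlation of -0.827 (permutation p = 0.00271). In TE_part it ranged from 1.67 to 8.09 CPM and did not pass the correction, with a Pearson correlation of -0.638 (permutation p = 0.0337, adjusted p = 0.0578) and a Spearman correlation of -0.545 (permutation p = 0.0873). It passed when OM embryo 5 was left out, with a Pearson correlation of -0.777 (permutation p = 0.00646, adjusted p = 0.0111). Without the 2 embryos farthest from the median diameter, r of POU5F1 was -0.911 in ICMandTE and -0.900 in TE_part, and r of UTF1 was -0.835 and -0.466.

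**Figure D3:**
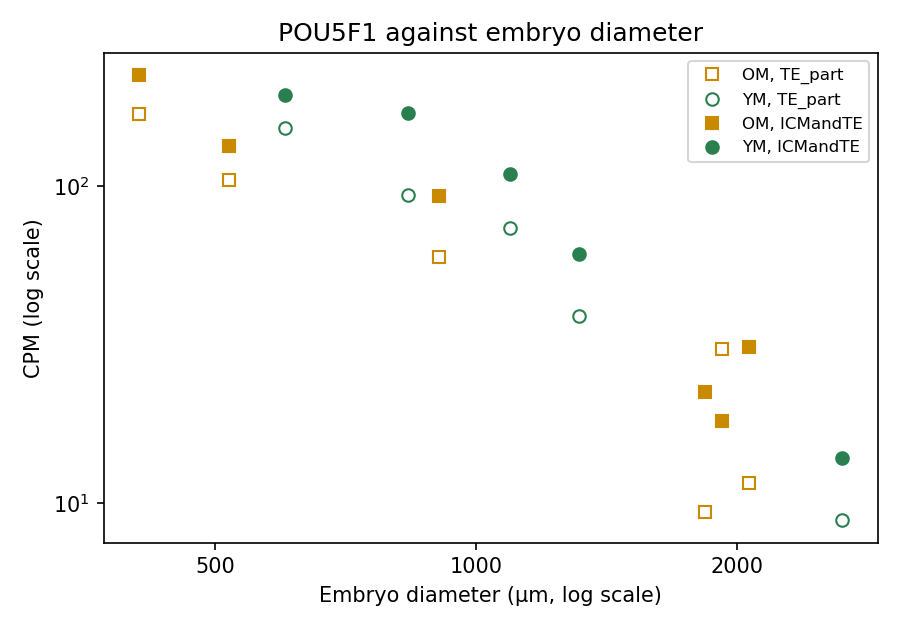
CPM of POU5F1 against embryo diameter in μm, both on log axes, for the ICMandTE and TE_part libraries of OM and YM embryos. The values fall from small to large embryos in both hemi-embryos.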

Deconvolution reduced the variability of both gene expression in ICM but not in TE. Studies showed that POU5F1 is expressed in both compartments until Day 10 post ovulation in equine in vivo produced embryos [47] but its expression decreases progressively from Day 7 in TE cells. Thus, the statistically increased expression of POU5F1 in TE on Day 8 is compatible with previously published data.

Therefore, it was chosen to only present the analysis of the effects of age in DeMixT_ICM_cells dataset. In all cases, deconvolution did not change the principal results of maternal aging on embryo gene expression because the comparison of maternal age in ICMandTE and DeMixT_ICM_cells gave comparable results.

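Across the 13032 genes tested in both hemi-embryos, the log2 fold changes between OM and YM in ICMandTE and in TE_part had a Pearson correlation of 0.273. This correlation is across genes, which are not independent replicates, and both hemi-embryos come from the same embryos. Of 60 splits of the embryos, the real one included, 47 reached it, and the median of the others was 0.342. It therefore does not speak for an age effect shared by the hemi-embryos. Nor does it compare ICMandTE with the deconvoluted ICM values.

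**Figure D4:**
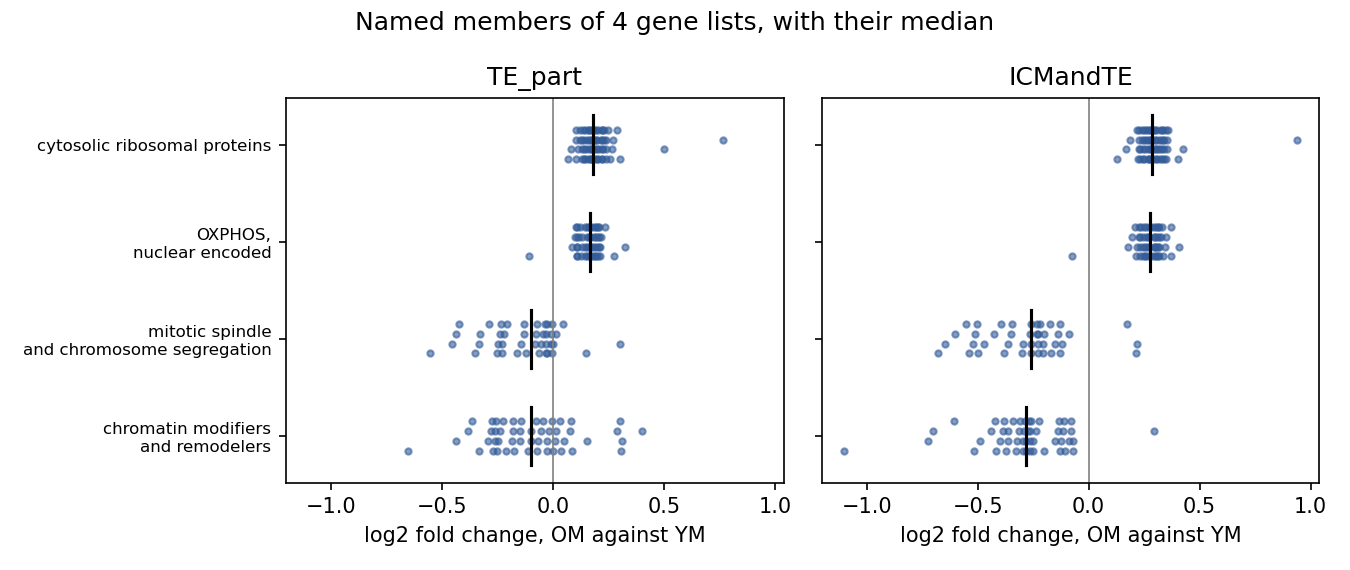
log2 fold change between OM and YM of each named member of 4 gene lists in TE_part and in ICMandTE, with the median of each list as a bar. The ribosomal and oxidative phosphorylation genes lie above 0 except for 1 gene in each hemi-embryo, and the mitotic and chromatin genes lie mostly below 0.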

Genes with higher expression in both the ICM and the TE of OM embryos were overrepresented for functional terms related to mitochondrial function and translation with ribosome biogenesis. Those with higher expression in YM embryos were involved in transcription and chromatin modification (Fig. 5). Mitosis, signaling and adhesion pathways were additionally altered and the expression of genes involved in embryo development was particularly reduced in the ICM hemi-embryos from old mares. Finally, in the TE, ion movement related genes were affected.

**Fig. 5:**
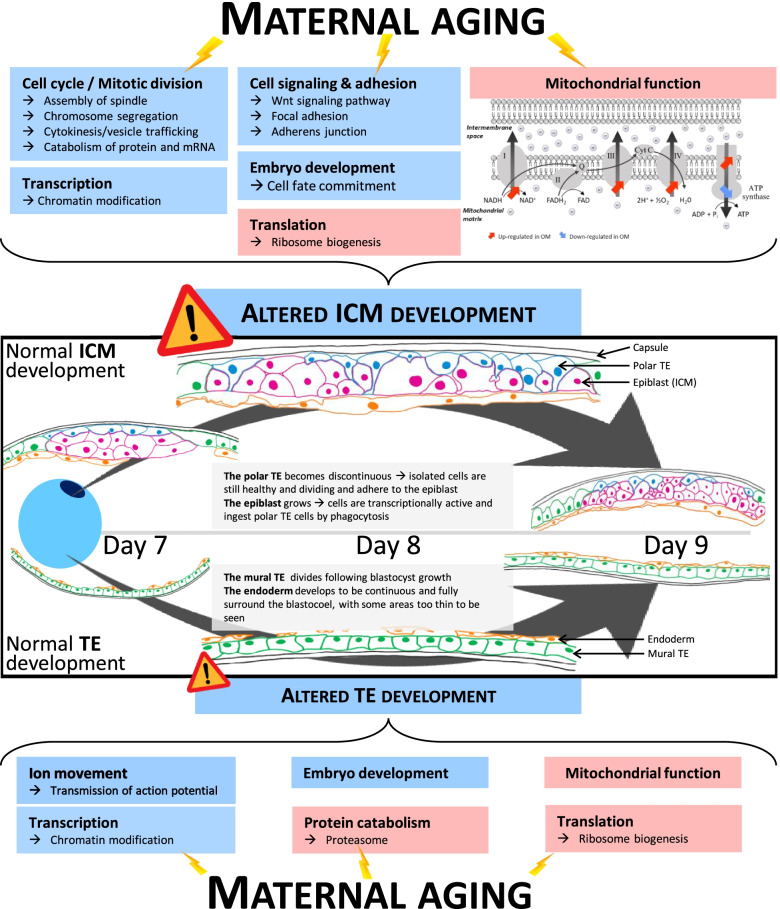
Schematic representation of the observed effects of maternal aging on ICM and TE in equine blastocysts. Normal blastocyst development from day 7 to day 9 is represented inside black square using literature [48, 49]. Light blue boxes represent biological processes that are enriched in YM embryos and light red boxes represent biological processes that are enriched in OM embryos

Several studies on mature oocytes in women and mice, using microarrays and RNAseq, had shown a differential expression of genes involved in mitochondrial, cell cycle, cytoskeleton functions and related pathways according to maternal age [50–52], as observed in the present study in equine blastocysts, especially in the ICM. In equine follicles and oocytes, the expression of genes essential for oocyte maturation, as studied by RT-qPCR, quantitatively and temporally differed with maternal age, suggesting a desynchronization [16]. Moreover, a study on the expression of 48 genes that have been previously identified as related to aneuploidy and maternal aging in humans showed differential expression in cumulus-oocytes complexes from young (< 12 years of age) and old (> 18 years old) mares [17]. Genes related to mitochondrial replication and function were also down-regulated in oocytes of old mares [23]. Even effects of maternal aging on gene expression in equine oocytes, using high throughput techniques, are not yet available, results on equine Day 8 blastocysts suggest that mitochondrial perturbations present in the oocyte persist until the blastocyst stage. In humans, single-embryo RNA-seq analysis showed that maternal aging alters the transcriptome of blastocysts derived from ICSI. Genes altered by maternal age were related to segregation of chromosomes, embryonic growth and cell signaling [53, 54], as observed in our study on equine blastocysts.

Unlike the human embryo, the equine embryo remains spherical, grows very fast and is surrounded by its glycoprotein capsule up to 22 days post ovulation [43]. At 8 days post ovulation, equine embryos are therefore growing and the endodermal layer entirely delineates the future yolk sac (Fig. 5) [48]. Moreover, whereas in Day 7 embryos, the epiblast is lined by a continuous layer of trophoblast named the polar trophoblast. As the blastocyst grows, epiblast cells phagocyte polar trophoblast cells that become discontinuous. During this time, epiblast and polar trophoblast cells divided and are bound by tight junctions [49]. The turnover in focal adhesion is essential for cell movement and phagocytosis [55].

Cell signaling and adhesion function were altered in OM embryos compared to YM. Indeed, KEGG pathways “focal adhesion” and “adherens junction” regrouped in “Leukocyte transendothelial migration” on Fig. 3 are disturbed in old mares’ embryos. Focal adhesions are subcellular structures observed in adherent cells, that are clusters of different structural and signaling molecules and integrins that form a physical link between the actin cytoskeleton and the extracellular matrix [56, 57]. Integrins are the major receptors for cell adherence to extracellular matrix proteins in focal adhesions by playing an important role in transmembrane connections to the cytoskeleton and activation of several signaling pathways, as growth factor receptors [58]. 

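In ICMandTE, ITGAV averaged 6.13 ± 3.96 CPM in OM (mean ± SD, n = 6) and 10.1 ± 5.32 CPM in YM (n = 5). The log2 fold change was -0.90 (standard error 0.43, adjusted p = 0.633 from edgeR), and it was -0.49 without OM embryo 5.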

Integrin Subunit Alpha V (*ITGAV*) expression was reduced in the ICM of embryos collected from OM compared to the ones from YM. In different human breast cancer cell lines, cell proliferation, invasion and renewal are restricted when *ITGAV* is inhibited [59].

Moreover, the activity and localization of small GTPases within the Rho family must be precisely regulated as the communication between them is indispensable to achieve the turnover of actin filaments and cell adhesions necessary for cell migration, that are essential processes for the proper development of the embryo [60]. 

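In ICMandTE, ARHGAP9 averaged 3.18 ± 0.565 CPM in OM (mean ± SD, n = 6) and 4.62 ± 1.35 CPM in YM (n = 5), a log2 fold change of -0.56 (standard error 0.25, adjusted p = 0.610 from edgeR). ARHGAP35 averaged 21.9 ± 3.09 CPM in OM and 25.8 ± 4.21 CPM in YM, a log2 fold change of -0.23 (standard error 0.13, adjusted p = 0.691 from edgeR).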

The Rho GTPase Activating Protein 9 and 35 (*ARHGAP9* and *ARHGAP35*) were downregulated in OM ICM compared to YM ICM. *ARHGAP35* codes for P190 Rho GTPase activating protein that mediates signalization through integrin-dependent adhesion in cells. Aberrant neural morphogenesis, related to an accumulation of polymerized actin in embryoneural tube cells, is reported in mice lacking P190 Rho GTPase activating proteins [61]. Furthermore, P21 activated kinases (PAK) are effector kinases for other small Rho GTPases such as Rac that regulate the polymerization of actin and can affect the microtubule organization [62]. Once activated, PAKs promote the turnover of focal adhesions by regulating transcription [63]. *PAK3* was downregulated in the OM compared to YM ICM. However, in TE, SLIT-ROBO Rho GTPase Activating Protein 3, *SRGAP3* was one of the upregulated genes in OM compared to YM. This gene regulates cytoskeletal reorganization and plays an important role in the formation of cell-cell adhesion [64]. Therefore, maternal aging seems to alter focal adhesion in both ICM and TE of embryos but, while in ICM, it seems to reduce cohesion and signalization, in TE it seems to reinforce them.

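PAK3 was close to the detection limit in ICMandTE, at 0.0658 ± 0.0849 CPM in OM (mean ± SD, n = 6) and 0.738 ± 0.428 CPM in YM (n = 5). The log2 fold change was -3.76 (standard error 0.77, adjusted p = 0.378 from edgeR), and it ran from -4.63 to -3.43 when each embryo was left out in turn.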

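SRGAP3 averaged 1.38 ± 1.06 CPM in OM (mean ± SD, n = 6) and 0.174 ± 0.0568 CPM in YM (n = 5) in TE_part, a log2 fold change of 2.49 (standard error 0.49, adjusted p = 0.418 from edgeR). In ICMandTE, its log2 fold change was -0.47 (standard error 0.76, adjusted p = 0.915 from edgeR), and it was -1.63 without OM embryo 5.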

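All 14 genes of adhesion and signaling that the paper names were lower in the ICMandTE of OM embryos, with a median log2 fold change of -0.49. By edgeR 0 were called over all genes, 6 were lower at an unadjusted p under 0.05, and 1 was lower when adjusted over the list alone. BRAF had a log2 fold change of -0.47 (standard error 0.20, adjusted p = 0.603 from edgeR), XIAP one of -0.51 (standard error 0.19, adjusted p = 0.555 from edgeR) and TLN2 one of -0.28 (standard error 0.11, adjusted p = 0.555 from edgeR). FYN was close to the detection limit, at 0.189 ± 0.221 CPM in OM (mean ± SD, n = 6) and 0.408 ± 0.167 CPM in YM (n = 5). In TE_part, 8 of the 12 that were tested were lower, 0 of them at an unadjusted p under 0.05.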

Several signaling pathways required for development were altered and numerous genes related to focal adhesions and signaling pathways were down-regulated in OM ICM compared to YM (*ARHGAP9* and *ARHGAP35*; B-Raf Proto-Oncogene, Serine/Threonine Kinase, *BRAF*; Filamin C, *FLNC*; FYN Proto-Oncogene, Src Family Tyrosine Kinase, *FYN*; *PAK3*; Protein Phosphatase 1 Regulatory Subunit 12A, *PPP1R12A*; Talin 2, *TLN2*; X-Linked Inhibitor Of Apoptosis, *XIAP*). Among all signaling pathways, transforming growth factor beta (TGF-β), Wg et Int (Wnt), mitogen-activated protein kinases (MAPK) and apoptosis signaling were altered by maternal age in equine embryos. Indeed, transforming growth factor beta receptor 1 (*TGFBR1*) was downregulated in the ICM of embryos from old mares compared to the ones from young mares. 

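In ICMandTE, TGFBR1 averaged 1.32 ± 0.60 CPM in OM (mean ± SD, n = 6) and 1.79 ± 0.738 CPM in YM (n = 5), a difference within the spread between embryos. Its log2 fold change was -0.38 (standard error 0.37, adjusted p = 0.835 from edgeR), and it was -0.86 without OM embryo 5. Of 11 named genes of TGF-β signaling, 10 were lower in ICMandTE, 1 of them at an unadjusted p under 0.05 in edgeR, and 0 were called over all genes or when adjusted over the list alone. In TE_part, 7 were higher and 4 lower, 3 and 1 of them at an unadjusted p under 0.05.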

*TGFBR1* is one of the two dimers for the receptor for transforming growth factors beta that is essential in the generation of axes and cell fate commitment during mammal embryogenesis [65]. Moreover, Casein Kinase 1 Alpha 1, (*CSNK1A1*) and *Protein* Phosphatase 2 Regulatory Subunit B’Epsilon (*PPP2R5E*), involved in Wnt signaling pathway, were downregulated in OM embryos compared to YM. 

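In ICMandTE, CSNK1A1 averaged 117 ± 11.9 CPM in OM (mean ± SD, n = 6) and 126 ± 10.4 CPM in YM (n = 5), a log2 fold change of -0.14 (standard error 0.10, adjusted p = 0.752 from edgeR). PPP2R5E averaged 12.3 ± 1.69 CPM in OM and 14.2 ± 1.44 CPM in YM, a log2 fold change of -0.27 (standard error 0.13, adjusted p = 0.643 from edgeR).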

Wnt signaling pathway is also involved in nervous development system and may act on cell determination in mice embryos [66]. Moreover, Doublesex And Mab-3 Related Transcription Factor 3 (*DMRT3*) was downregulated in the OM ICM compared to YM. 

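DMRT3 was close to the detection limit in ICMandTE, at 0.134 ± 0.131 CPM in OM (mean ± SD, n = 6) and 0.606 ± 0.395 CPM in YM (n = 5), and had a log2 fold change of -2.07 (standard error 0.85, adjusted p = 0.578 from edgeR).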

*DMRT3* is required for the proper development of the brain in prenatal chicken and mice [67].

Cell cycle related pathways and genes were also disturbed by maternal aging. Indeed, the expression of Pleckstrin Homology domain-Interacting Protein (*PHIP*), also known as replication initiation determinant, was reduced in the OM ICM compared to YM. This gene is required for the initiation of DNA replication. 

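PHIP averaged 28.4 ± 4.19 CPM in OM (mean ± SD, n = 6) and 36.7 ± 3.36 CPM in YM (n = 5) in ICMandTE. Its log2 fold change was -0.35 (standard error 0.10, adjusted p = 0.544 from edgeR).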

Fibroblasts originated from mice embryos with depleted *PHIP* expression presented less replication-initiation as well as abnormal replication fork progression events [68]. Moreover, several cyclins (CCN) were less expressed in the ICM of embryos from old mares compared to the ones from young mares (*CCNB3*, *CCNI* and *CCNT2*). 

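CCNB3 averaged 7.68 ± 2.43 CPM in OM (mean ± SD, n = 6) and 12.0 ± 3.49 CPM in YM (n = 5) in ICMandTE, a log2 fold change of -0.68 (standard error 0.19, adjusted p = 0.544 from edgeR). CCNT2 had a log2 fold change of -0.33 (standard error 0.15, adjusted p = 0.618 from edgeR) and CCNI one of -0.18 (standard error 0.10, adjusted p = 0.705 from edgeR). The log2 fold change of CCNB3 in TE_part was 0.02 (standard error 0.19, adjusted p = 1.000 from edgeR).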

Cyclins are key cell cycle regulators and, for instance cyclin B3 degradation allows the passage from metaphase (chromatids aligned on metaphase plate) to anaphase (segregation of sister chromatids) [69]. During metaphase and anaphase, spindle assembly and chromosome segregation could also be compromised. Indeed, genes involved in the formation of microtubules (Tubulin Gamma 2, *TUBG2*) [70], the generation of the mitotic spindle (Never in Mitosis A related kinase 9, *NEK9*) [71], the production of cohesion and condensing complexes (Structural Maintenance Of Chromosomes 4, *SMC4*) [72], the control of centriole length, important for centrosomes and microtubules organization (Centriolar Coiled-Coil Protein 110, *CCP110*) [73], the amplification of intra-spindle microtubules allowing the formation of a sufficient quantity of kinetochore (HAUS Augmin Like Complex Subunit 6, *HAUS6*) [74], the stabilization and protection of the cohesin complex association with chromatin (Cell Division Cycle Associated 5, *CDCA5*; Shugosin 2, *SGO2*) [75, 76] and the production of microtubule-based motor proteins (Kinesin Family Member 14 and 23, *KIF14* and *KIF23*) [77] were downregulated in OM ICM compared to YM. Furthermore, Centromere protein F (*CENPF*), an important regulator of chromosome segregation during mitosis, was reduced in OM ICM compared to YM. 

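All 16 cell division genes that the paper names were lower in the ICMandTE of OM embryos, with a median log2 fold change of -0.34. Over all genes, edgeR called 0 of them, while 10 were lower at an unadjusted p under 0.05, and 6 were lower when adjusted over the list alone. NEK9 had a log2 fold change of -0.52 (standard error 0.18, adjusted p = 0.549 from edgeR), CCP110 one of -0.51 (standard error 0.18, adjusted p = 0.549 from edgeR), TUBG2 one of -0.23 (standard error 0.11, adjusted p = 0.633 from edgeR) and SMC4 one of -0.09 (standard error 0.09, adjusted p = 0.842 from edgeR). In TE_part, 15 of the 16 were lower, with a median of -0.11 and 0 at an unadjusted p under 0.05.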

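CENPF averaged 53.7 ± 5.89 CPM in OM (mean ± SD, n = 6) and 66.3 ± 3.81 CPM in YM (n = 5) in ICMandTE. Its log2 fold change was -0.35 (standard error 0.09, adjusted p = 0.544 from edgeR).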

CENPF is indispensable for murine embryo development from the first stages of development until at least the blastocyst stage [78]. Impaired *CENPF* expression could induce chromosome mis-segregation in the ICM of old mares’ embryos compared to the ones from young mares.

Cytokinesis seems to also be altered by maternal age. CD2-associated protein (*CD2AP*) and Vacuolar Protein Sorting 4 Homolog A (*VPS4A*) were downregulated in OM ICM compared to YM. Both are involved in the late phase of cytokinesis which correspond to the abscission of the cell, producing two daughter cells [79, 80]. 

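CD2AP averaged 39.2 ± 4.79 CPM in OM (mean ± SD, n = 6) and 47.8 ± 8.03 CPM in YM (n = 5) in ICMandTE, a log2 fold change of -0.36 (standard error 0.12, adjusted p = 0.544 from edgeR). VPS4A averaged 78.9 ± 8.66 CPM in OM and 88.4 ± 9.71 CPM in YM, a log2 fold change of -0.17 (standard error 0.09, adjusted p = 0.671 from edgeR).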

Globally, results suggest that cell division is impaired or indicate that there is less division in the ICM of old mares’ embryos compared to the ones from young mares.

Transcription is regulated by epigenetic marks. 

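All 10 epigenetic genes that the paper names were lower in the ICMandTE of OM embryos, with a median log2 fold change of -0.36. The threshold of edgeR over all genes was passed by 0 of them, and 7 were lower both at an unadjusted p under 0.05 and when adjusted over the list alone. The methyltransferase gene KMT2A averaged 2.98 ± 0.603 CPM in OM (mean ± SD, n = 6) and 5.89 ± 1.76 CPM in YM (n = 5), a log2 fold change of -1.10 (standard error 0.20, adjusted p = 0.186 from edgeR). TET1 had a log2 fold change of -0.44 (standard error 0.11, adjusted p = 0.544 from edgeR), DNMT3A one of -0.34 (standard error 0.11, adjusted p = 0.544 from edgeR), HDAC1 one of -0.15 (standard error 0.09, adjusted p = 0.705 from edgeR) and HDAC2 one of -0.08 (standard error 0.08, adjusted p = 0.845 from edgeR). In TE_part, 7 of the 10 were lower, with a median of -0.14. Of all 51 named genes of chromatin modification and remodeling, 50 were lower in ICMandTE, with a median of -0.28, 7 of them when adjusted over the list alone and 0 over all genes.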

Several pathways linked to methylation and acetylation were enriched in YM ICM and TE in relation to numerous upregulated genes in YM ICM compared to OM (i.e., Histone Deacetylase 1 and 2, *HDAC1* and *HDAC2*; Helicase, Lymphoid Specific, *HELLS*; DNA Methyltransferase 3 Alpha, *DNMT3A*; Lysine Acetyltransferase 6B, *KAT6B*; Lysine Demethylase 4A, *KDM4A*; Lysine Methyltransferase 2A, *KMT2A*; Nuclear Receptor Binding SET Domain Protein 3, *NSD3*; SET Domain Containing 5, *SETD5*; Tet Methylcytosine Dioxygenase 1, *TET1*). At blastocyst stage, de novo methylation is more important in the inner cell mass than in trophoblast cells and is essential for the proper development of mammalian embryos [81]. *DNMT3A* is essential for de novo methylation and required for embryo viability [82]. As it has been shown that maternal aging increases the acetylation of lysine 12 of histone H4 in mice oocytes, affecting fertilization and embryo development [83], it is likely that the methylation and acetylation dysregulation observed in the embryos of old mares could be inherited from the oocyte rather than directly due to embryo environment.

Both in OM ICM and TE compared to YM, several pathways related to mitochondrial function were enriched. Mitochondria are long known to be the “powerhouse” of cells, producing most of the necessary ATP for cellular function [84]. ATP production is possible through oxidative phosphorylation enabled by the electron transport chain in the inner membrane of mitochondria. This process begins with the oxidation of NADH or FADH that generates a proton gradient across the mitochondrial membrane, driving ATP synthesis through the phosphorylation of ADP via ATPase [85]. 

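Of 26 named genes of complex I, 25 were higher in the ICMandTE of OM embryos, with a median log2 fold change of 0.27. Several of these 26 carry the name NDUFA2 and may share reads, so that there are fewer distinct subunits. All 8 named genes of complex III were higher, with a median of 0.29, and all 9 of complex IV, with a median of 0.27. The only named gene of complex II, SDHB, had a log2 fold change of 0.23. Of ATP synthase, the 2 named genes of the F1 part were higher, with a median of 0.31, and so were the 8 of the Fo part and stalk, with a median of 0.30. In edgeR, 0 genes of these lists were called over all genes. Their members had been selected by p on these embryos, so that calls over a list alone are no independent evidence. When adjusted over each list alone, 25 genes of complex I were higher, 6 of complex III, 8 of complex IV, 2 of the F1 part and 8 of the Fo part and stalk. In TE_part, the latter were also all higher, with a median of 0.17, but 0 of them at an unadjusted p under 0.05.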

Enriched pathways in OM compared to YM embryos demonstrate that the NADH dehydrogenase (complex I), the oxidoreductase acting on a heme group of donors (complex III) with the global electron carrier, and the proton-transporting ATP synthase (1^rst^ part of the complex V) activities were particularly enriched while the second part of complex V is depleted. Since all complexes are required to produce ATP, the impaired complex generation may lead to mitochondrial stress and uncoupled respiratory chain, resulting in poor ATP production. In human IVF embryos, reduced mitochondrial respiration efficiency, with a negative effect on embryo development, is observed when oocytes are collected from old women [86]. In mammalian expanded blastocysts, energy requirement is high, probably because of the need for ion transport enabling quick blastocoel cavity expansion. Defects in metabolic requirements during blastocyst development are associated with impaired implantation [87]. Equine embryos are not an exception [88].

Mitochondria being maternally inherited, uncoupling of the mitochondrial respiratory chain may originate from mitochondrial defects already present in oocytes [89]. Studies have shown that, in human, poor oocyte quality is responsible for the decline in fertility associated with maternal aging. The reduced oocyte developmental competence in older women is related to mitochondrial dysfunction [90]. In horses’ oocytes, before in vitro maturation, no difference between young and old mares is observed while after, reduced mitochondrial DNA copy numbers, increased swelling and reduced mitochondrial cristae are reported in oocytes collected from mares > 12 years. This suggests that oocyte mitochondria from old mares present deficiencies that become problematic when energy needs are high, as during in vitro maturation or subsequent embryo development [21]. Because mitochondrial replication in equine embryos does not begin until the blastocyst stage [91], oocyte mitochondrial numerical or functional deficiencies may compromise early embryogenesis.

In TE, the GO biological process “Regulation of action potential” and “Transmission nerve impulse”, related to ion movement, were enriched in YM compared to OM embryos. These processes are associated with genes involved in the action potential dependent ion channels. These ion channels such as NA^+^, K^+^, ATPase are essential for the accumulation of blastocoel and subsequently yolk sac fluid in equine embryos [92]. 

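The 2 named genes of Na+/K+-ATPase subunits, FXYD4 and ATP1B3, were higher in the TE_part of OM embryos, with log2 fold changes of 0.21 (standard error 0.10, adjusted p = 0.867 from edgeR) and 0.17 (standard error 0.08, adjusted p = 0.871 from edgeR). Among channel genes, KCNK5 had a log2 fold change of -0.34 (standard error 0.13, adjusted p = 0.856 from edgeR). CACNB3 was close to the detection limit, at 0.312 ± 0.250 CPM in OM (mean ± SD, n = 6) and 0.955 ± 0.295 CPM in YM (n = 5).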

Their inhibition is detrimental for embryo development [93]. Thus, both reduced ATP production and disturbed ion channels’ function may impact embryo growth, although effects of mares’ age on embryo growth are controversial [24–28].

## Conclusions

This is the first study showing an effect of maternal age on gene expression in the equine blastocyst at Day 8 post ovulation. Maternal age, even for mares as young as 10 years old, disturbs several processes related to chromatin segregation, cytokinesis, apposition of epigenetic marks and mitochondrial function and that the ICM appears to be more affected than the TE. These perturbations on Day 8 post ovulation may affect the further development of the embryo and as a result, may contribute to decreased fertility due to aging. So far, maternal age does not appear to have an impact on foal morphology at birth but, as for placental function, more subtle effects may exist. Here, as embryos were collected long before implantation, it is impossible to know if these embryos would have implanted and if they would have produced a live foal or not. Studies on long-term growth and health of foals born to the same mares are currently being performed.

## Methods

### Ethics

The experiment was performed at the experimental farm of IFCE (research agreement C1903602 valid until March 22, 2023). The protocol was approved by the local animal care and use committee (“Comité des Utilisateurs de la Station Expérimentale de Chamberet”) and by the regional ethical committee (“Comité Régional d’Ethique pour l’Expérimentation Animale du Limousin”, approved under N° C2EA - 33 in the National Registry of French Ethical Committees for animal experimentation) under protocol number APAFIS#14963–2018050316037888 v2. All experiments were performed in accordance with the European Union Directive 2010/63EU. The authors complied with the ARRIVE guidelines.

### Embryo collection

Thirty-one non-nursing multiparous Saddlebred mares (French Anglo-Arabian and Selle Français breeds) were included in this study. Multiparous mares were defined as dams that had already foaled at least once. Mares were bred and raised in the “Institut Français du Cheval et de l’Equitation” experimental farm (Chamberet, France, 45° 34′55.17″N, 1°43′16.29″E, 442 m). During the experimental protocol, mares were managed in herds in natural pastures 24 h/day with free access to water. The experiments took place from April 1st to May 23rd, 2019. All mares remained healthy during this period.

Mares were allocated to 2 groups according to their age: young mares (YM, < 10 years, *n* = 11) and older mares (OM, ≥ 10 years, *n* = 20). As several studies had shown an increase embryo loss and/or reduced pregnancy rates as early as 10 years old, the age threshold was defined in accordance with the literature [3, 4]. Before experimentation, mare’s withers’ height was measured. During the experimentation, mares were weighted and mares’ body condition score (BCS, scale 1 to 5) was determined by one trained operator [94].

The mares’ estrous period was monitored routinely by ultrasound with a 5 MHz trans-rectal transducer. During estrus, ovulation was induced with a single injection of human chorionic gonadotropin (i.v.; 750 - 1500 IU; Chorulon® 5000; MSD Santé animale, France) as soon as one ovarian follicle > 35 mm in diameter was observed, together with marked uterine edema. Ovulation usually takes place within 48 h, with > 80% occurring 25 to 48 h after injection [95, 96]. At the same time, mares were inseminated once with fresh or fresh overnight cooled semen containing at least 1 billion motile spermatozoa from a single fertile stallion. Ovulation was confirmed within the next 48 hours by ultrasonography.

Embryos were collected by non-surgical uterine lavage using prewarmed (37 °C) lactated Ringer’s solution (B.Braun, France) and EZ-Way Filter (IMV Technologies, France) 10 days after insemination, i.e. approximately 8 days post ovulation. All embryo collections were performed by the same operator, properly trained but not performing embryo collection routinely. Just after embryo collection, mares were treated with luprotiol an analogue of prostaglandin F2α (i.m; 7.5 mg; Prosolvin, Virbac, France).

The aim of the embryo collection was to obtain 5 embryos/group with each embryo coming from a different mare. Therefore, some mares that failed to produce an embryo at their first attempt had been bred again.

### Embryo bisection and RNA extraction

Collected embryos were immediately observed using a binocular magnifier and photographed with a size standard. Embryo diameter was subsequently determined on photographs using ImageJ® software (version 1.52a; National Institutes of Health, Bethesda, MD, USA). Embryos were washed 4 times in commercially available Embryo holding medium (IMV Technologies, France) at 34 °C and then bisected with a microscalpel under binocular magnifying glass to separate trophoblast part, at this stage composed of trophectoderm and endoderm (TE_part) from inner cell mass (composed of epiblast cells) enriched hemi-embryos (ICMandTE) (Fig. 6). Each hemi-embryo was transferred to an Eppendorf DNA LoBind tube (Eppendorf, Montesson, France) with extraction buffer (PicoPure RNA isolation kit, Applied Biosystems, France) and incubated for 30 min at 42 °C prior to storage at − 80 °C.

**Fig. 6:**
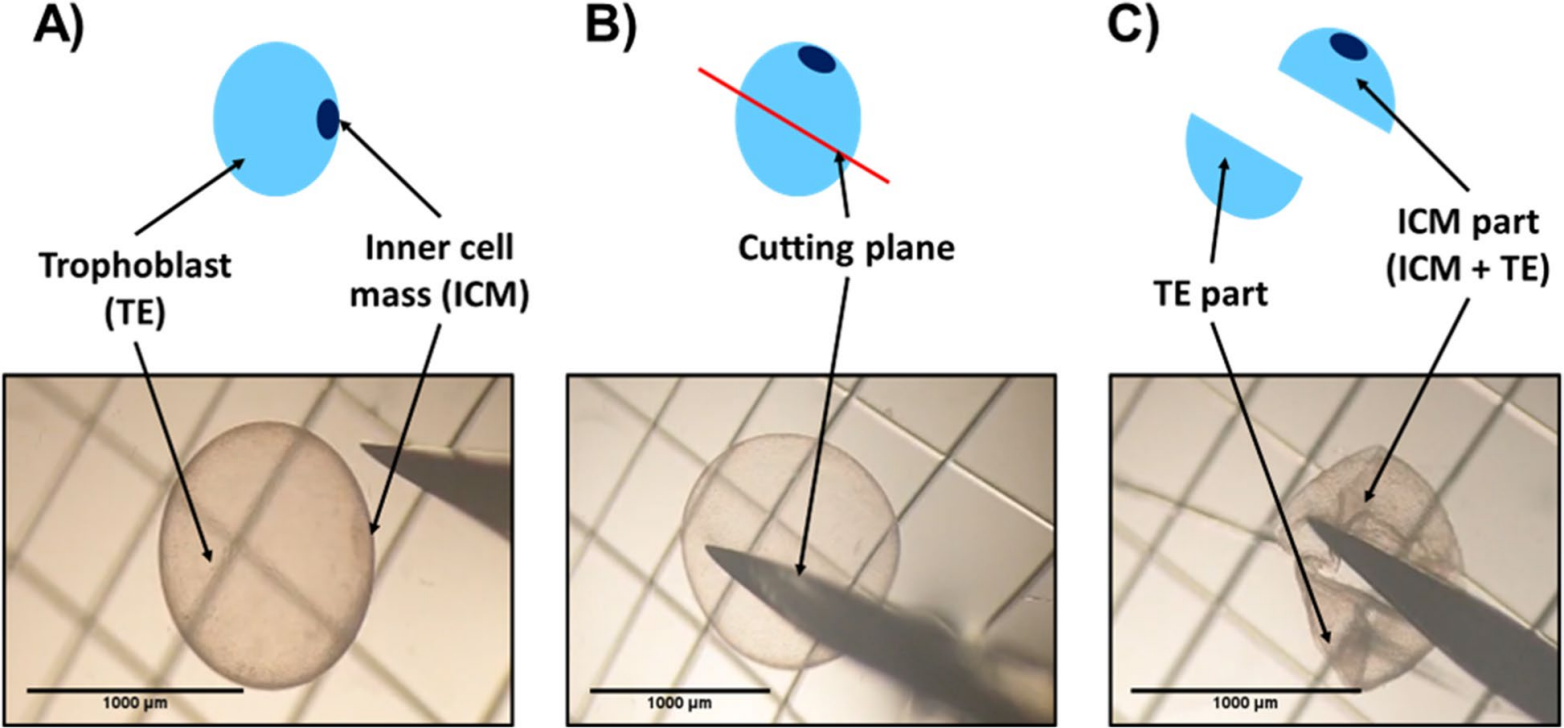
Bisection of equine embryos at 8 days post-ovulation into an ICMandTE and a TE_part. **a** Step 1: Identification of the ICM and the TE; **b** Step 2: Definition of the cutting plane to isolate the ICM in one of the parts; **c** Step 3: Cutting of the embryo and separation of the two parts. ICMandTE: inner cell mass + trophoblast; TE part: pure trophoblast. NB: Here the trophoblast represents trophectoderm + endoderm and ICM is composed of epiblast cells

RNA was extracted from each hemi-embryo following the manufacturer’s instructions using PicoPure RNA isolation kit (PicoPure RNA isolation kit, Applied Biosystems, France), which included a DNAse treatment. RNA quality and quantity were assessed with the 2100 Bioanalyzer system using RNA 6000 Pico or nano kit (Agilent Technologies, France) according to the manufacturer’s instructions (Additional Figure 2).

### RNA sequencing

Five nanograms of total RNA were mixed (Additional Figure 2) with ERCC spike-in mix (Thermofisher Scientific, France) according to manufacturer recommendations. Messenger RNAs were reverse transcribed and amplified using the SMART-Seq V4 ultra low input RNA kit (Clontech, France) according to the manufacturer recommendations. Nine PCR cycles were performed for each hemi-embryo. cDNA quality was assessed on an Agilent Bioanalyzer 2100, using an Agilent High Sensitivity DNA Kit (Agilent Technologies, France). Libraries were prepared from 0.15 ng cDNA using the Nextera XT Illumina library preparation kit (Illumina, France). Libraries were pooled in equimolar proportions and sequenced (Paired end 50–34 pb) on NextSeq500 instrument, using a NextSeq 500 High Output 75 cycles kit (Illumina, France) (Additional Figure 2). Demultiplexing was performed with bcl2fastq2 version 2.2.18.12 (Illumina, France) and adapters were trimmed with Cutadapt version 1.15 [97]. Only reads longer than 10pb were kept.

### Embryo sexing

Embryo sex was determined for each embryo in order to take in consideration embryo sex in the statistical analysis as sexual dimorphism was observed in blastocysts in other species [98].

The expression of *X Inactive Specific Transcript* (*XIST*) was analyzed. *XIST* is a long noncoding RNA from chromosome X responsible for X inactivation when two X chromosomes are present, meaning that only female embryos express *XIST*. *XIST* was shown to be expressed in equine female blastocysts on Day 8 post ovulation [37, 44]. *XIST* is not annotated in the available equine Ensembl 3.0.99 or NCBI annotation. Thus, a de novo transcript assembly was made using StringTie version 2.1.2 [99] following manufacturer instructions to identify *XIST* in equine embryo samples (Additional Figure 2). The genome annotation file output was aligned on Ensembl 99 EquCab3.0 assembly using IGV version 2.7.2 [100]. As *XIST* position and length on X chromosome has been previously determined [37] and as *XIST* is annotated in humans, the most similar contig was selected. The obtained *XIST* sequence was 22,600 bp long and composed of 8 exons and 7 introns. *XIST* sequence was added to FASTA files from Ensembl 99 EquCab3.0 assembly and to the genome annotation file from Ensembl 99 EquCab3.0 assembly as a unique fictitious chromosome with one gene composed of one transcript.

*XIST* expression differed between individuals but was relatively close in quantification between related hemi-embryos. Therefore, seven embryos were determined as females (4 in the YM group and 3 in the OM group) while 4 were considered as males (1 in the YM group, and 3 in the OM group).

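In the 14 libraries of the 7 embryos given as female, XIST ranged from 63.3 to 99.1 CPM, with a mean of 86.1 ± 10.8 CPM (SD). Between the hemi-embryos of 1 female embryo it differed at most 1.44-fold, with a median of 1.08-fold, and the highest embryo mean was 1.27 times the lowest. In the 8 libraries of the 4 embryos given as male, it ranged from 0.333 to 2.07 CPM, or 9 to 67 counts.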

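SRY had 0 counts in each of the female libraries and 0 to 3 counts in the male ones. Among the male embryos, it was counted only in OM embryo 2, with 1 count in ICMandTE and 3 in TE_part. The libraries of the other male embryos had 0 counts, so that SRY says little on their sex at this depth.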

### RNA mapping and counting

Alignment was performed using STAR version 2.6 [101] (2-pass mapping with the genome annotation file using the following parameters: --alignSoftClipAtReferenceEnds No --alignEndsType EndToEnd --alignIntronMax 86,545 --alignMatesGapMax 86,545) on previously modified Ensembl 99 EquCab3.0 assembly and annotation. Genes were then counted with featureCounts [102] from Subreads package version 1.6.1 (parameters: -p -B -C -M) (Additional Figure 2).

### Data analysis

All statistical analyses were performed by comparing OM to YM (set as reference group) using R version 4.0.2 [103] on Rstudio software version 1.3.1056 [104].

### Embryo recovery rate, embryo diameter and total RNA content analysis

Embryo recovery rate (ERR) per mare was calculated as number of attempts with at least one embryo collected/total number of attempts. ERR per ovulation was determined as number of collected embryos/total number of observed ovulations. They were analyzed using the Exact Fisher test to determine if age influences ERR.

For total RNA content analysis, as embryos were bisected without strict equality for each hemi-embryo, a separate analysis of ICMandTE and TE_part RNA quantities would not be meaningful. Thus, ICMandTE and TE_part RNA quantities were initially summed up and analyzed using a mixed linear model from nlme package version 3.1–148 [105], followed by 1000 permutations using PermTest function from pgirmess package version 1.6.9 [106]. Maternal age and embryo sex were considered as random effects.

Embryo diameter was analyzed with a fixed effects linear model of nlme package version 3.1–148 [105] including maternal age and embryo sex, followed by 1000 permutations using PermTest function from pgirmess package version 1.6.9 [106]. Variables were kept in models when statistically significant differences were observed. Differences were considered as significant for *p* < 0.05.

Moreover, the relation between embryo size and total RNA quantity/embryo was studied and represented using the nonlinear regression analysis (fitness to exponential growth equation) in GraphPad Prism software 8.0.1 for Windows (Graphpad Software, San Diego, California USA, www.graphpad.com).

### Deconvolution of gene expression in ICMandTE using DeMixT

A filter on counts obtained with featureCounts was applied: all genes with more than 3 non null count values in at least one group (OM or YM) per hemi-embryo (ICMandTE or TE_part) were conserved. The ICMandTE hemi-embryo was composed of both trophoblast and inner cell mass in unknown relative proportions. In order to estimate the relative gene expression of both cell types, the DeMixT R package version 1.4.0 was used [38, 39]. Starting from a dataset obtained from one cell type, DeMixT estimates the proportion of cells in the mixed samples and performs a deconvolution algorithm on gene expression. TE_part (reference cells) and ICMandTE (mixed cells type) datasets were thus analyzed using the following options: niter = 10; nbin = 50; if.filter = TRUE; ngene.selected.for.pi = 1500; ngene. Profile.selected = 1500; nspikein = 0. Since the deconvolution algorithm cannot be performed in the presence of null values, the value “1” was added to all count values in ICMandTE and TE_part data tables. Moreover, variance in reference cell dataset (TE_part) must not be null and gene with null variance had been removed prior to the deconvolution. Output datasets were DeMixT_ICM_cells and DeMixT_TE_cells, corresponding to the deconvoluted gene expression in ICM cells and TE cells of ICMandTE, respectively.

### Quality checks for deconvolution

At the end of deconvolution, a quality check is automatically performed by the analysis: for every gene, if the difference of average of deconvoluted expression of reference cells in mixed samples (here, gene expression of TE cells in ICMandTE dataset, i.e.*,* DeMixT_TE_cells) and average of expression of reference cells (here, gene expression of TE cells in TE_part) is > 4, then, the deconvolution for concerned genes is not reliable. Therefore, genes in this case are filtered out.

Moreover, outputs of DeMixT_ICM_cells vs DeMixT_TE_cells, DeMixT_ICM_cells vs TE_part and ICMandTE vs TE_part were compared with Deseq2 version 1.28.1 [107] to confirm that the deconvolution was effective at separating gene expression. Moreover, several genes proper to ICM and TE cells in equine embryos were identified using literature search [37]. Their raw and deconvoluted expressions were analyzed to check the reliability of deconvolution. Results of these analyses were represented through manually drawn Venn diagrams as well as principal component analysis (PCA) graphics of individuals, using FactoMineR version 2.4 [108], ggplot2 version 3.3.3 [109] and factoextra version 1.0.7 [110].

### Maternal age comparison for gene expression

For the comparison according to maternal age, ICMandTE, DeMixT_ICM_cells and TE_part datasets were used and a filter was applied on datasets: all genes with an average expression equal or above 10 counts in at least one group (OM or YM) per hemi-embryo (ICM or TE) were conserved. Differential analyses were performed with Deseq2 version 1.28.1 [107] with YM group as reference, without independent filtering. Genes were considered differentially expressed (DEG) for FDR < 0.05 after Benjamini-Hochberg correction (also known as false discovery rate, FDR). As ovulation was checked only every 48 h and because embryos growth is exponential in the uterus, embryo diameter was considered as a cofactor in the model as well as embryo sex. Moreover, PCAs using factominer version 2.4 [108] on R software followed with a Partial redundancy analysis using rda function from vegan package version 2.5–7 [111] were performed. For these analyses, embryo size was considered as a factor of two modalities: embryos < 1100 μm were considered as small and > 1100 μm were considered as large. Results were represented with a biplot graphic using the package factoextra version 1.0.7 [110]. The combined analyses were used to represent and determine the specific contribution of each of the two factors in the total variability observed in DEGs. The objective was to verify that the age of the mare was the main factor explaining the difference between the DEGs and not the differences in embryo size. On biplot graphics, only the 20 variables, i.e.*,* genes, that contributed the most in axis construction, were represented.

Equine Ensembl IDs were converted into Human Ensembl IDs and Entrez Gene names using gorth function in gprofiler2 package version 0.1.9 [112]. Genes without Entrez Gene names using gprofiler2 were manually converted when Entrez Gene names were available, using Ensembl web search function [113].

Moreover, DEG were analyzed for classification, over- and under- representation (FDR < 0.05) using Fisher’s exact test corrected with FDR and using the database Gene Ontology (GO) Biological Process complete on PANTHER version 16.0 web-based software [114]. Only the most specific subclass pathways, provided by PANTHER’s automated hierarchy sorting, were conserved and represented.

### Gene set enrichment analyses (GSEA)

The count values were log transformed using RLOG function of DESeq2 version 1.28.1. Gene set enrichment analyses (GSEA) were performed on expressed genes using GSEA software version 4.0.3 (Broad Institute, Inc., Massachusetts Institute of Technology, and Regents of the University of California) [115, 116] to identify biological gene sets disturbed by age. GSEA was performed using the following parameters: 1000 gene set permutations, weighted enrichment analysis, gene set size between 15 and 500, signal-to-noise metrics. Molecular Signatures Database [117] version 7.1 (C2: KEGG: Kyoto Encyclopedia of Genes and Genomes, C5: BP: GO biological process) were used to identify most perturbed pathways. Pathways were considered significantly enriched for FDR < 0.05. YM group was considered as the reference group, which indicates that when the normalized enrichment score (NES) was positive, the gene set was enriched in the OM group while when NES was negative, the gene set was enriched in the YM group.

Enriched terms from GO BP and KEGG database were represented using SUMER analysis from SUMER R package version 1.1.5 and using FDR q-values [40]. First, SUMER analysis reduces redundancy using weighted set cover algorithm and then clusters the results using affinity propagation algorithm. The weighted set cover algorithm performs a selection of the fewest number of gene sets that include all genes associated with the enriched sets, giving priority for the most significant terms. Then, the affinity propagation algorithm groups similar gene sets and identifies one representative gene set. This algorithm will repeat this clustering to obtain the most representative gene sets. Results were represented with graph modified using Cytoscape version 3.8.2 [41]. Gene sets were represented by nodes and the gene set size was represented by the size of the node. Node shape represented the gene set database (GO BP or KEGG). Blue nodes represented gene sets enriched in YM (NES < 0) while red nodes represented gene sets enriched in OM (NES > 0). Edge width represents the level of connection between representative gene sets (thinner edges represent the first clustering while thicker edges represent the second clustering of the affinity propagation algorithm).

### Data availability statement

The RNA sequençing data supporting the conclusions of this article are available in the repository [accession: GSE162893; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162893] from the GEO SuperSeries [accession: GSE193676; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193676].

## Supplementary Information

**Additional file 1: Supplementary Figure 1.** Analysis of ICM enriched and TE part before gene expression deconvolution using DeMixT. On first page, the analysis of differential expressed genes is represented. The second page represent the results of the gene set enrichment analysis of ICMandTE gene expression. The third page presents the clustering of gene sets altered by maternal age from SUMER analysis of the GO BP and KEGG terms of mixed ICMandTE and TE_part.

**Additional file 2: Supplementary Figure 2.** Pipeline of biostatistical analysis. Once extracted, total RNA qualification and quantification were obtained using a Bioanalyzer. For sequencing, 5 ng/sample of total RNA were used for paired end RNA sequencing (I2BC platform) using Illumina NextSeq 500 high technology. Sequences were trimmed using Cutadapt. To determine XIST sequence, a de novo assembly was made using a mapping with STAR and StringTie. The GTF observed was aligned in IGV and XIST sequence was found at the known position. XIST sequence was included in EquCab 3.0 and a new mapping was performed using STAR. Counting was performed using featureCounts. The differential analysis was performed including embryo sex and diameter using Deseq2. A functional enrichment analysis of DEGs was performed using PANTHER web software. In another time, counts of all genes were normalized using Deseq2 and a gene set analysis (GSEA) was performed using the Gene Ontology (GO) biological process (BP) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) databases with GSEA software form the Broad Institute. To reduce redundancy between terms, SUMER analysis was performed on enriched gene sets.

**Additional file 3: Supplementary Table 1.** Sex, diameter, RNA yield and mare age group of each equine embryo at Day 8 post-ovulation. Embryo ID, mare age group, embryo sex and diameter and RNA yield for each embryo are represented in columns while each line represents one individual embryo. OM: old mares; YM: young mares.

**Additional file 4: Supplementary Table 2.** Differential gene analysis using DeSeq2 in ICMandTE of equine embryo at Day 8 post-ovulation. Equine ensemble ID, orthologue human Ensembl ID, Orthologue human Entrez Gene ID, gene description, normalized counts for each sample of ICM and parameters obtained after Deseq2 analysis (log2FoldChange, pvalue and padj (after FDR correction)) of genes expressed in ICM enriched part (before gene expression deconvolution using DeMixT) of OM and YM embryos. Young group was the reference group. ICM: Inner cell mass; OM: old mares; YM: young mares.

**Additional file 5: Supplementary Table 3.** Gene set enrichment analysis results on gene expression comparing ICMandTE of embryos from old mares to young mares. Gene Set Enrichment Analysis results (pathway name, GO accession when possible and size, Normalized Enrichment Score, *p*-value and FDR corrected q-value) for GO biological process and KEGG databases on ICMandTE gene expression table. Young group was the reference group.

**Additional file 6: Supplementary Table 4.** Differential gene analysis using DeSeq2 in DeMixT_ICM_cells of equine embryo at Day 8 post-ovulation. Equine ensemble ID, orthologue human Ensembl ID, Orthologue human Entrez Gene ID, gene description, normalized counts for each sample of ICM and parameters obtained after Deseq2 analysis (log2FoldChange, pvalue and padj (after FDR correction)) of genes expressed in ICM (after gene expression deconvolution of ICMandTE using DeMixT) of OM and YM embryos. Young group was the reference group. ICM: Inner cell mass; OM: old mares; YM: young mares.

**Additional file 7: Supplementary Table 5.** Differential gene analysis using DeSeq2 in TE_part of equine embryo at Day 8 post-ovulation. Equine ensemble ID, orthologue human Ensembl ID, Orthologue human Entrez Gene ID, gene description, normalized counts for each sample of ICM and parameters obtained after Deseq2 analysis (log2FoldChange, pvalue and padj (after FDR correction)) of genes expressed in TE of OM and YM embryos. Young group was the reference group. TE: Trophoblast; OM: old mares; YM: young mares.

**Additional file 8: Supplementary Table 6.** Gene set enrichment analysis results on gene expression of DeMixT_ICM_cells of embryos from young and old mares. Gene Set Enrichment Analysis results (pathway name, GO accession when possible and size, Normalized Enrichment Score, *p*-value and FDR corrected q-value) for GO biological process and KEGG databases on DeMixT_ICM_cells gene expression table (after gene expression deconvolution on ICMandTE using DeMixT). Young group was the reference group.

**Additional file 9: Supplementary Table 7.** Gene set enrichment analysis results on gene expression of TE_part of embryos from young and old mares. Gene Set Enrichment Analysis results (pathway name, GO accession when possible and size, Normalized Enrichment Score, p-value and FDR corrected q-value) for GO biological process and KEGG databases on TE_part gene expression table. Young group was the reference group.

## Data Availability

The RNA sequençing data supporting the conclusions of this article are available in the repository [accession: GSE162893; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162893] from the GEO SuperSeries [accession: GSE193676; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193676].

How the deposited data were processed for this re-analysis (not part of the article)

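The data were RNA-seq counts from 11 day 8 equine embryos, 6 from OM and 5 from YM. Each embryo was bisected into the ICMandTE hemi-embryo, which holds the inner cell mass with some trophoblast, and the TE_part hemi-embryo, which is meant to hold trophoblast only. This gave 22 libraries, 1 per hemi-embryo, and none was pooled. The embryo was the replicate in the comparisons of age groups. The main fit between hemi-embryos took the 22 libraries as separate samples, although each embryo gave 2 of them. Fits with the embryo as block are given beside it. Sex and diameter of each embryo and the age and parity of its dam were taken from the sample records, and RNA yield from Additional Table 1.

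According to the paper, libraries were made with a SMART-Seq V4 kit from 5 ng of RNA and sequenced as paired ends. Reads were demultiplexed with bcl2fastq 2.2.18.12, trimmed with cutadapt 1.15 and aligned with STAR 2.6 to the EquCab3.0 assembly, to which a sequence of XIST had been added. The XIST sequence came from an assembly with StringTie 2.1.2. Counts per gene were made with featureCounts of Subread 1.6.1, with multimapping reads included. The deposited counts are these raw counts per gene of the authors, as whole numbers without normalization, for 30373 genes. It has no ERCC spike-in and no gene name. Total counts ranged from 20785755 to 49035287 per library, with a median of 33405543. Genes that the text calls close to the detection limit rest on few counts per library at this depth, and their fold changes are imprecise.

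Gene names were taken from Table 2 and from the parts held of Additional Tables 2, 4 and 5, in which 1469, 1142 and 1161 genes are listed. The parts held stop at an unadjusted p of 0.0667, 0.0230 and 0.0761 in the paper's own tests. Of the genes in the counts, 2694 have a name, and 48 names belong to more than 1 gene. An annotation of the genome was not used here. Set tests that compare a list with all other genes were therefore not run, since the genes without a name cannot be placed in or out of a list, and neither were corrections for gene length and GC content. For each list, the named members were counted by direction, by the threshold over all genes and by the threshold over the list alone. The latter is passed more easily, since members with larger p in the paper's tests mostly have no name.

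Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the quasi-likelihood F test, Benjamini-Hochberg adjustment and an FDR threshold of 0.05. OM were compared with YM in TE_part and in ICMandTE, each with sex and diameter as covariates, on genes with a mean of at least 10 counts in either age group. ICMandTE was compared with TE_part over the 22 libraries, on genes with more than 3 non-zero counts in either age group of either hemi-embryo, without pairing. The difference between the age effects of the hemi-embryos was tested as an interaction, with the embryo as block and with interactions of hemi-embryo type with sex and diameter. CPM in the text are normalized by TMM within each comparison, and log2 fold changes are those of the fit. The deconvolution with DeMixT was not repeated, and the deconvoluted values named in the text are the paper's.

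PCA and partial redundancy analysis (vegan 2.7.1) of called genes used log2 CPM scaled to unit variance per gene. Age group and size class at 1100 μm were each partialled on the other. The paper's deconvoluted values entered on a log2 scale after a constant was added, and were scaled likewise. The PCA of the 22 libraries used log2 CPM that were centered but not scaled, so that genes of high variance weigh more in it and in its shares. Diameter, RNA yield and depth were compared between age groups by two-sided exact permutation of the embryos. Correlations with diameter were tested by two-sided permutation. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 served for these and for the figures.

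Genes were named in the text by a fixed rule. In each comparison these were the 10 called genes of smallest p in each direction that have a name, every gene of Table 2, every gene that the paper names for the hemi-embryo or calls in Additional Table 5, and up to 4 members of each gene list with the smallest p. Values in the paper's tables had been seen when this rule and the lists were written. The lists cover ribosomal proteins, oxidative phosphorylation, the proteasome, histones, mitosis, chromatin, adhesion, Wnt and TGF-β signaling, ubiquitin, Golgi transport, ion channels, Na+/K+-ATPase subunits, spinal cord development, 10 other processes, 5 cell types, the markers of Table 2 and the genes that the paper names.

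The tests were tried on simulated data, in which 100 genes were changed 2-fold and 100 genes 4-fold. Counts were drawn independently per library from the mean levels, library sizes and edgeR dispersions of the real data. They held no effect of diameter, sex or embryo, so the false calls need not be those in the real libraries. For the age effect in TE_part, edgeR called 58 of the former and 94 of the latter with 8 false calls, and DESeq2 called 68 and 94 with 32 false calls. For the age effect in ICMandTE, edgeR called 53 and 79 with 3 false calls, and DESeq2 called 64 and 81 with 21 false calls. Between hemi-embryos, edgeR called 56 and 76 with 5 false calls, and with the embryo as block 59 and 83 with 5 false calls. For the interaction it called 59 and 91 with 9 false calls. None of the genes called had the wrong sign.

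Alternatives were DESeq2 1.42.0 without independent filtering, as in the paper, its size factors within edgeR, no filter or a stricter filter on counts, other covariates, female embryos only, mare age in years, the embryo or the embryo number as block, other gene sets and no scaling for the PCA, and each embryo left out in turn. Further alternatives without OM embryo 5 were added later. Other splits of the embryos and libraries were drawn and tested in the same way, 60 or 40 per comparison with the real one included. The annotation of the added XIST and SRY sequences holds no values and was not used.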

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

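The calls at single samples follow from a gap test (Dixon, 95% level) in groups of 5 or 6 libraries, which chance passes in about 1 in 20 groups. Of 116 groups tested, 15 held a sample that stood apart. The 3 differences between hemi-embryos come from a test of the interaction itself. The 3 tests on OM embryo 5 described at the end of this part, and the fits without it, were chosen after its reversed markers had been seen.

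Of the 15 samples, 6 were libraries of OM embryo 5. In the library labelled TE_part, NANOG was at 10.2 CPM, while the nearest OM library had 0.854 CPM. There, SPP1 was at 9.71 CPM (nearest 2.53), PRDM14 at 5.73 CPM (nearest 0.281), PAK3 at 0.387 CPM and SOX2 at 0.352 CPM, the latter 2 against 0 in the nearest OM library. In the library labelled ICMandTE, SRGAP3 was at 1.69 CPM (nearest 0.549).

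The other samples that stood apart were spread over 6 embryos. In ICMandTE these were PAK3 in OM embryo 6 (0.222 CPM, nearest 0.0755), AASS in YM embryo 5 (49.3 CPM, nearest 120.2) and UTF1 in YM embryo 1 (5.38 CPM, nearest 2.71). In TE_part these were ENSECAG00000038654 in OM embryo 1 (2.04 CPM, nearest 0.739), CDX2 in OM embryo 4 (95.7 CPM, nearest 81.6) and PAK3 in YM embryo 2 (0.0239 CPM, nearest 0). In the TE_part of YM embryo 5, PARP1 was low (13.9 CPM, nearest 31.1), GALM was high (31.1 CPM, nearest 19.4), and the 100 most abundant genes took 48.7% of the counts (nearest 42.2%). This was the largest and the most deeply sequenced of the YM embryos. SOX2, PAK3 and SRGAP3 are close to the detection limit.

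By the interaction test in edgeR, the age effect differed between ICMandTE and TE_part for 3 genes of 13773, and for 463 at an unadjusted p under 0.05. The fitted difference (log2) was -20.07 for PRDM14 (adjusted p = 0.00590), -24.54 for ENSECAG00000003691 (adjusted p = 0.0233) and -19.38 for ENSECAG00000014426 (adjusted p = 0.0322). These fitted differences set counts against 0 and are no bound on the size of a change. For all 3, OM embryo 5 had 0 counts in the library labelled ICMandTE and 163, 294 and 56 counts in the library labelled TE_part. The other embryos had 48 to 811, 130 to 1197 and 47 to 202 counts in ICMandTE, against 0 to 10, 0 to 2 and 0 in TE_part. Without OM embryo 5, edgeR called 0 genes. Chance cannot be excluded for the 3 calls, since 8 of 40 splits of the embryos called as many, and the highest other called 167. A grouping other than age thus called more genes than age did, and the cause was not tested.

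The pattern common to these results is that ICM genes lie in the hemi-embryo of OM embryo 5 that is labelled TE_part. Over the 611 genes that were higher in ICMandTE in the other 10 embryos, with the embryo as block, the median log2 difference between its libraries was -0.93, and 82.8% of these genes were below 0. In the other embryos this median ranged from 0.86 to 1.91. Of the 81 genes that were lower in ICMandTE in the others, 81.5% were above 0. This is what exchanged labels would give, and it is consistent with the ICM having stayed in the other hemi-embryo at bisection, which the counts cannot separate from an exchange. Both explanations were found on the same libraries and remain hypotheses. LIN28B was an exception, with 24 counts in the library labelled ICMandTE and 22 in the other.

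Other explanations were tested. An embryo without ICM in either hemi-embryo is argued against by NANOG at 10.2 CPM in 1 of its libraries, against at most 1.12 CPM in the TE_part of the other embryos. Low depth is argued against by the 31821565 counts of the library labelled ICMandTE, since the least deep of the other ICMandTE libraries had 20785755 and held 141 counts of NANOG. Libraries of OM embryo 5 entered every comparison under their deposited labels.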

How the results depend on the processing

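The settings without OM embryo 5 that also use DESeq2 or the embryo as block, and for the PCA the genes of smallest p and the unscaled values of the genes that the paper calls, were chosen after the results had been seen. All others were set before the data were examined. The corrections for gene length and GC content, alone and with the embryo number as block, and the set tests camera and fry were not run, because an annotation was not used here. Without a called gene in ICMandTE, the PCA there has no value for the genes called by edgeR.

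In TE_part, edgeR called 1 gene higher and 3 lower in OM. With DESeq2 there were 3 higher and 11 lower, without a filter on counts 3 and 4, and with at least 10 counts in every library 0 and 3. Size class in place of diameter gave 0 and 1, and mare age in years 2 and 0. Without covariates, with sex only, with log2 diameter, in female embryos only, and with the embryo number as block with sex, edgeR called 0 higher and 0 lower. DESeq2 without OM embryo 5 called 18 higher and 21 lower, 10 of them among the 14 genes that it called in all embryos. With each embryo left out in turn, edgeR called 0 to 1 higher and 0 to 3 lower. The calls in TE_part thus depended on the test, on the covariates and on which embryos were kept. With each embryo left out, the log2 fold changes moved less, from -1.44 to -1.23 for H4C3, from -2.35 to -1.54 for RNASE1 and from -2.94 to -2.25 for ENSECAG00000038654. Sets without 1 embryo hold fewer libraries, and the cause was not tested further.

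In ICMandTE, edgeR called 0 higher and 0 lower, with 539 and 539 at an unadjusted p under 0.05. DESeq2 called 8 higher and 18 lower, and without OM embryo 5 it called 4 and 18, of which 13 were among the former 26. Lower genes numbered 4 without a filter on counts, 3 with at least 10 counts in every library and 1 with size class in place of diameter. With each embryo left out in turn, 0 were higher and 0 to 3 lower. The cause was not tested.

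Between hemi-embryos, 198 genes were higher and 1 was lower in ICMandTE. With the embryo as block, 16 were lower. DESeq2 called 2 lower, and with the embryo as block 443 higher and 42 lower. A mean of 10 counts in either hemi-embryo type gave 0 lower, no filter 0 lower, and age group, sex and diameter as covariates 3 lower. Without OM embryo 5, the fit with the embryo as block called 611 higher and 81 lower, and DESeq2 425 higher and 6 lower. With each embryo left out in turn, 71 (without YM embryo 2) to 340 (without OM embryo 5) were higher and 0 to 1 lower. The cause was not tested, apart from the labels of OM embryo 5.

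Of the 12 ICM genes of Table 2, edgeR called 4 higher in ICMandTE. DESeq2 with the embryo as block called 7, and edgeR with the embryo as block and without OM embryo 5 called 8 and also 1 of the TE genes lower. With each embryo left out, 3 to 4 ICM genes were called. The interaction called 3 genes, 0 without the block, 0 without interactions with sex and diameter, and 0 to 4 with each embryo left out.

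With mare age in years, 31 of the 54 named genes of oxidative phosphorylation were higher in TE_part in place of 53, and 24 of the 42 mitotic genes were lower in place of 37. OM embryo 5, whose dam was the oldest, weighs heavily in that fit, which was not repeated without it. With each embryo left out, 26 (without OM embryo 1) to 39 mitotic genes were lower. The share of variance by size class in TE_part, 5.38% for the genes called by edgeR, was 26.7% for the genes that the paper calls, 24.9% for as many genes of smallest p and 17.4% for the unscaled values of the former.

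For H4C3, RNASE1, RPS29, PRDM14, ENSECAG00000038654, AASS, MKI67, KMT2A, PAK3, SRGAP3, CBS, SETX and ATAD2B by age and for NANOG, SPP1, LIN28B, SOX2, DPPA4, POU5F1 and CDX2 between hemi-embryos, in the comparisons followed for each, no direction was reversed under any setting run. Some other genes did change direction. The log2 fold change of KLF4 between hemi-embryos was 0.032, and it was -0.06 with the embryo as block, -0.05 with DESeq2 and the embryo as block, -0.05 with age group, sex and diameter as covariates, -0.02 without OM embryo 1 and -0.05 without OM embryo 2. In TE_part, the direction of the age effect of TPX2, TOP2A and XIAP changed in 8 each of the 11 settings chosen beforehand other than those that left out an embryo, of STX10 in 7, of KIF11 in 5, of CCNB3 and POU5F1 in 2 each and of FXYD4 in 1. In ICMandTE, that of DPPA4 changed in 7. The cause was not tested. For the former genes, of the settings chosen beforehand, those that left out an embryo gave the same call in 214 cases, a stronger one in 3 and a weaker one in 46. The others gave the same in 182, a stronger one in 24 and a weaker one in 27. Of those added later, 17 gave the same and 13 a stronger one.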

Differences from the paper's values

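Values are compared with the paper's at its stated FDR threshold of 0.05. The paper used DESeq2 1.28.1, and the values here come from edgeR unless another setting is named. Alternatives were set before the data were examined, except where a sentence says otherwise.

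Between ICMandTE and TE_part, 199 genes were called, and the paper gives 341. With the embryo as block (296), DESeq2 (251), DESeq2 with the embryo as block (485) and age group, sex and diameter as covariates (257), the count does not differ from the paper's by the measure used here, a factor of 1.5. Without OM embryo 5, edgeR called 341 genes, the number that the paper gives. Without this embryo, DESeq2, the tool of the paper, called 431 genes, and edgeR with the embryo as block called 692, which differs. Both of these settings were chosen after seeing the values. The tables of the paper that were at hand do not list these genes, so the number alone can be compared, and its match may be coincidence. The counts still differ with DESeq2 size factors (202), with a mean of 10 counts (142), without a filter (183) and without any other embryo (71 to 165).

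In TE_part, 4 genes were called by age, 3 lower and 1 higher in OM, and the paper gives 14, 11 lower and 3 higher. DESeq2 called 14, 11 lower and 3 higher, and they were the same 14 genes as in Additional Table 5. The number of higher genes also matched without a filter on counts (3) and came within the measure with mare age in years (2). Under every other alternative, the counts differed. Without a filter, edgeR called 7 genes, 5 of them among the paper's. With at least 10 counts in every library it called 3, all among the paper's. Without OM embryo 1 it called 4, all among the paper's, including RPS29. Size class in place of diameter and the set without YM embryo 1 each called H4C3 alone. PRDM14, called here, is not among the paper's genes. DESeq2 without OM embryo 5, chosen after seeing the values, called 39 genes and dropped 4 of the paper's 14.

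In ICMandTE before deconvolution, 0 genes were called higher and 0 lower in OM, against 8 and 18 in the paper's Additional Table 2. DESeq2 called 8 and 18, the same 26 genes. Every other alternative set beforehand differed. Lower genes were called without a filter (4), with at least 10 counts in every library (3), with size class in place of diameter (1) and without YM embryo 1 (3), all of them among the paper's. DESeq2 without OM embryo 5, chosen after seeing the values, called 22 genes, 4 higher and 18 lower. The total and the lower count do not differ from the paper's by the measure used here, and the higher count does. It dropped 13 of the paper's 26.

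For the genes called in TE_part, maternal age carried 57.1% of the variance and size class 5.38%, against 31% and 22% in the paper. For the 14 genes that the paper calls, the shares were 46.5% and 26.7%, so that size class no longer differed and age still did. With unscaled values of the 4 genes, both still differed (46.9% and 4.85%). As many genes of smallest p as the paper calls, a set chosen after seeing the values, gave 46.5% and 24.9%. Unscaled values of the paper's 14 genes, chosen likewise, gave 57.7% and 17.4%. Both sets keep the number of genes that the paper calls, and the second drops 0 of them.

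For KLF4, the log2 fold change between ICMandTE and TE_part was 0.032 (standard error 0.29), against about -0.04 in Table 2, read by eye. Both are close to 0. The sign was the paper's with the embryo as block, with DESeq2 and the embryo as block, with the covariates, and without OM embryo 1 or 2, and it was positive under the other alternatives. Of 19 fold changes in Table 2, 1 differed. Of 40 log2 fold changes between OM and YM in Additional Tables 2 and 5, 0 differed.

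The paper states that 6 of the 12 ICM genes of Table 2 were higher in ICMandTE, and 4 were called here, within the measure. With the embryo as block and DESeq2, 7 were called. The paper states that POU5F1 is more expressed in TE after deconvolution. Before deconvolution and with the embryo as block, it was higher in ICMandTE, with a log2 fold change of 0.57 (standard error 0.12, adjusted p = 0.0198 from edgeR), in 10 of 11 embryos. NANOG, SPP1, LIN28B, SOX2 and DPPA4 had the direction that the paper gives.

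The paper describes both axes of the PCA of genes called in the TE as separating age and size groups. For the 14 genes in the TE_part counts, scores on the first axis in OM (-0.60 to 3.86) and YM (-3.90 to 1.31) overlapped by YM embryo 5 alone, the other 4 YM embryos being at -3.90 to -3.19. For the deconvoluted ICM values of the paper, they did not (-0.62 to 17.0 in OM and -16.4 to -1.14 in YM).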

Other observations

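The counts over other splits of the samples and the ratios of ICM genes were planned. The repeat of these ratios with the TE_part level taken off, the repeat of the larger draw of exchanges within embryos, and the comparison of POU5F1 between hemi-embryos with the embryo as block set beside them, were chosen after the results had been seen.

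By edgeR, 4 genes were called by age in TE_part. As many were called in 2 of 60 splits of the embryos, the real one included, and the highest other split called 17. The share of 2 in 60 lies under the 1 in 20 level set beforehand. It does so only with PRDM14, whose call rested on the library labelled TE_part of OM embryo 5. With so few splits drawn, chance is not excluded for this count. The 3 remaining genes were matched or exceeded in 3 of 60 splits, the real one included, for which chance cannot be excluded. With 1 embryo left out, 0 were called for 9 of the 11 embryos. The adjusted p of the lower genes was close to the threshold in all embryos (0.0447), and their log2 fold changes moved less than their calls, from -1.44 to -1.23 for H4C3, from -2.35 to -1.54 for RNASE1 and from -2.94 to -2.25 for ENSECAG00000038654. In ICMandTE, edgeR called 0 genes (539 higher and 539 lower at an unadjusted p under 0.05, and 26 called by DESeq2). Every split reaches a count of 0 (60 of 60, and the highest other called 1), so that the splits decide nothing there. With DESeq2, chance cannot be excluded in either hemi-embryo. In TE_part, 15 of 60 splits called at least the real 14, and the highest other called 239. In ICMandTE, 12 of 60 called at least the real 26, and the highest other called 254. Groupings other than maternal age thus called more genes than maternal age did, and the cause was not tested. On simulated data of the same size, DESeq2 made 32 false calls in TE_part and 21 in ICMandTE, and edgeR 8 and 3. The simulated libraries held no effect of diameter, sex or embryo and had edgeR dispersions. These false calls therefore do not measure the error in the real libraries.

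The share of variance that age takes in genes chosen for their age effect has the same limit. For as many genes of smallest p as the paper calls, age took 48.1% in ICMandTE and 46.5% in TE_part. When genes were chosen anew for each of 60 splits, 18 and 14 splits reached these shares, with 61.1% and 64.8% at the highest. Chance can thus be excluded for neither. A PCA on genes selected for a group difference separates these groups in part by construction. Nor can it be excluded for the correlation of the age effects between hemi-embryos (0.273), which 47 of 60 splits reached, with 0.511 at the highest. Both hemi-embryos carry what is peculiar to their embryo, whatever its group.

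An age effect on gene expression is not ruled out by these counts. H4C3 and RNASE1 were called in TE_part. No single embryo carried their difference, as the fold changes above show. What stays open is whether they follow maternal age, parity, another difference between the dams, or chance. Dams of OM embryos were older and were all of higher parity, and no value here separates these. By Table 1 of the paper, the dams also differed in breed and mean weight between the groups, and these were not adjusted for. Biases by gene length and GC content between libraries were not tested, for want of an annotation, and stay open for the lower mitotic and higher ribosomal protein transcripts. With mare age in years in place of the age group, edgeR called 2 genes in TE_part, and 0 of the paper's 14 were among them.

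Between ICMandTE and TE_part, chance can be excluded by the exchanges of labels within embryos. Without pairing, 2 of 60 splits of the libraries called at least the real 199 genes. The highest other called 3017 genes. That split placed 9 libraries of large embryos in 1 group, against 5 in the real one. The 4 splits that parted these libraries 8 to 2 called 0 genes each. The cause was not tested. When labels were exchanged within embryos, 1 of 40 reached the real 296 genes, namely the real one, and the highest other called 1. An earlier draw of 60 exchanges, reduced to 40 for its run time, was repeated. Again only the real one reached 296, and the highest other called 80, with the labels of 2 embryos exchanged against those of the others. The comparison within embryos removes what the libraries of 1 embryo share, its size included.

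Of the ICM genes, NANOG and SPP1 were lower in the ICMandTE of larger embryos, and LIN28B did not pass the correction. NANOG averaged 32.8 ± 10.9 CPM in the 6 small and 7.69 ± 5.08 CPM in the 5 large embryos (mean ± SD). With log2 diameter, its Pearson correlation was -0.756 (permutation p = 0.00380, adjusted p = 0.00912 over 12 relations) and its Spearman correlation -0.864 (permutation p = 0.00128). Without the 2 farthest embryos, r was -0.742. SPP1 had r = -0.712 (permutation p = 0.00950, adjusted p = 0.0190, rho = -0.782, permutation p = 0.00615, r without the 2 farthest -0.725). LIN28B had r = -0.588 (permutation p = 0.0571, adjusted p = 0.0857, rho = -0.664, permutation p = 0.0316, r without the 2 farthest -0.354). These values include OM embryo 5, whose library labelled ICMandTE held 0.662 CPM of NANOG. Without it, r was -0.917 for NANOG (permutation p = 0.000280, adjusted p = 0.000840), -0.810 for SPP1 (permutation p = 0.00451, adjusted p = 0.00934) and -0.541 for LIN28B (permutation p = 0.106, adjusted p = 0.159). A growing trophoblast that dilutes the ICM is a candidate explanation, but it should lower all ICM genes in proportion. In the 10 embryos other than OM embryo 5, the log2 ratio of NANOG to LIN28B fell with log2 diameter (Pearson correlation -0.785, permutation p = 0.00386, Spearman correlation -0.855, permutation p = 0.00274, r without the 2 farthest -0.854). The smallest adjusted p of 3 ratios was 0.0116. The ratio of SPP1 to LIN28B fell as well (r = -0.752, permutation p = 0.0128, adjusted p = 0.0192, rho = -0.745, permutation p = 0.0171, r without the 2 farthest -0.914). NANOG against SPP1 had no such relation (r = 0.182, permutation p = 0.610, rho = 0.176, permutation p = 0.633, r without the 2 farthest 0.323).

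Trophoblast with LIN28B transcripts of its own could hold up LIN28B in large embryos, but the relation was kept when the CPM of the TE_part of the same embryo was taken off. The ratio of NANOG to LIN28B then had r = -0.754 (permutation p = 0.00867, adjusted p = 0.0142, rho = -0.733, permutation p = 0.0199, r without the 2 farthest -0.865). LIN28B thus did not fall in proportion with NANOG and SPP1 (smallest adjusted permutation p = 0.0116, 10 embryos). Both ratios that fell rest on LIN28B, with 21 to 170 counts in these ICMandTE libraries. In the library labelled ICMandTE of OM embryo 5, LIN28B was at 0.795 CPM, against at most 0.401 CPM in the TE_part of the other embryos. Taking off the TE_part level may therefore leave some LIN28B of trophoblast, so that the ratios cannot decide on dilution. A change within the ICM with growth is an open, untested explanation as well. POU5F1 fell with diameter in TE_part too, where no ICM is meant to be, so that dilution of the ICM cannot account for it there. With the embryo as block, it was nevertheless higher in ICMandTE.

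Depth differed between age groups in ICMandTE, where YM libraries held more counts (mean 39095300 against 30065000). The share of the 100 most abundant genes did not set the groups apart (41.6% in OM and 42.4% in YM, two-sided exact permutation test, p = 0.658).

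Lists of other processes were counted as well, over members that have a name. None had a gene called over all genes by age. All 10 antioxidant enzymes were higher in the TE_part of OM embryos (median log2 fold change 0.23) and 9 of 10 in ICMandTE (0.33), 5 of them when adjusted over the list alone. Of 21 DNA repair genes, 14 were lower in TE_part (median -0.15) and 18 in ICMandTE (-0.30), 3 and 6 of them when adjusted over the list alone. Of 6 heat shock and unfolded protein response genes, 4 were lower in TE_part and 5 in ICMandTE. Of 5 interferon-stimulated genes, 2 and 3 were lower, of 4 imprinted genes 3 and 4, of 3 glycolysis genes 2 and 3, of 3 capsule and yolk sac genes 3 and 0, and of 2 p53 targets 1 and 2. The single gene of cholesterol synthesis was lower in both, and that encoded by mitochondrial DNA was higher in both. Since these members carry a name only for a small p in the paper's tests, neither their direction nor their calls over the list alone are evidence on the process.

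Of cell type lists, 7 of 7 epiblast genes were higher in ICMandTE than in TE_part, 4 of them called, and 8 of 9 trophectoderm genes were lower, 0 called by edgeR. Of these lists, 1 epiblast gene (PRDM14) was called by age. The 12 ICM genes of Table 2 were all lower in the ICMandTE of OM embryos, 0 of them called (median -0.36). This depended on OM embryo 5. Without it, the log2 fold change of NANOG was -0.12 in place of -0.65, that of SPP1 -0.39 in place of -0.87 and that of POU5F1 -0.25 in place of -0.43, and DPPA4, at 0.04, was no longer lower. Endoderm had 3 named genes, of which 2 were higher in ICMandTE, uterine epithelium 2, of which 1 was, and blood 1, which was higher. These are too few to look for cells of these types.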
